# Multiomic analysis of human kidney disease identifies a tractable inflammatory and pro-fibrotic tubular cell phenotype

**DOI:** 10.1038/s41467-025-59997-4

**Published:** 2025-05-22

**Authors:** Maximilian Reck, David P. Baird, Stefan Veizades, Callum Sutherland, Rachel M. B. Bell, Heeyoun Hur, Carolynn Cairns, Piotr P. Janas, Ross Campbell, Andy Nam, Wei Yang, Nathan Schurman, Claire Williams, Eoin O’Sullivan, Meryam Beniazza, Andrea Corsinotti, Christopher Bellamy, Jeremy Hughes, Alexander Laird, Laura Denby, Tamir Chandra, David A. Ferenbach, Bryan R. Conway

**Keywords:** Chronic kidney disease, Molecular medicine

## Abstract

Maladaptive proximal tubular (PT) epithelial cells have been implicated in progression of chronic kidney disease (CKD), however the complexity of epithelial cell states within the fibrotic niche remains incompletely understood. Hence, we integrated snRNA and ATAC-seq with high-plex single-cell molecular imaging to generate a spatially-revolved multiomic atlas of human kidney disease. We demonstrate that in injured kidneys, a subset of *HAVCR1*^+^*VCAM1*^+^ PT cells acquired an inflammatory phenotype, upregulating genes encoding chemokines, pro-fibrotic and senescence-associated proteins and adhesion molecules including *ICAM1*. Spatial transcriptomic and multiplex-immunofluorescence determined that specifically these VCAM1^+^ICAM1^+^ inflammatory PT cells localised to the fibrotic niche. Ligand-receptor analysis highlighted paracrine signaling from inflammatory PT cells mediating leucocyte recruitment and myofibroblast activation. Loss of HNF4α and activation of NF-κβ and AP-1 transcription factors epigenetically imprinted the inflammatory phenotype. Targeting inflammatory tubular cells by administering an AP-1 inhibitor or senolytic agent ameliorated inflammation and fibrosis in murine models of kidney injury, hence these cells may be a tractable target in CKD.

## Abstract (web summary)

The complexity of epithelial cell states in the fibrotic niche in the context of chronic kidney disease remains incompletely understood. Here the authors integrate snRNA and ATAC-seq with high-plex single-cell molecular imaging to generate a spatially-revolved multiomic atlas of human kidney disease.

## Introduction

Human kidneys comprise multiple different cell types in a complex anatomical arrangement that is optimal for their key functions including removal of waste, regulation of fluid and electrolyte homeostasis and production of hormones. In chronic kidney disease (CKD), this arrangement is disrupted with de-differentiation and atrophy of epithelial cells, recruitment of leukocytes and activation of myofibroblasts^1,2^. An improved understanding of the spatial arrangement of these cells and their intercellular signalling pathways could lead to development of new therapies.

Recent advances in single-cell technologies including single nuclear RNA-sequencing (snRNA-seq) and assay for transposase-accessible chromatin sequencing (ATAC-seq) have facilitated the development of high-resolution datasets of the human and murine kidney in health and disease^3–8^. Studies in humans have characterized an adaptive proximal tubular (PT) cell phenotype, characterized by expression of *VCAM1*, that is present in the normal kidney but expanded in acute kidney injury (AKI) and CKD^4,8–11^. In murine studies, *Havcr1+Vcam1+* maladaptive or ‘failed repair’ PT cells express pro-inflammatory, pro-fibrotic and senescence-associated genes and persist after ischaemic renal injury^12,13^. However, the relevance of the failed repair phenotype to human kidney disease and particularly its spatial context is currently unknown.

To this end, we performed simultaneous snRNA-seq, ATAC-seq and high-plex single-cell molecular imaging of non-tumour bearing tissue from tumour nephrectomy specimens from patients with otherwise healthy kidneys and those in which the tumour obstructed the ureter leading to inflammatory fibrosis. Specifically in obstructed kidneys, a subset of the *VCAM1*^+^ adaptive PT cells adopted an inflammatory phenotype, up-regulating adhesion molecules such as *ICAM1*, chemokines and genes consistent with activation of a senescence program. High-plex single-cell molecular imaging localized this inflammatory phenotype to the fibrotic niche in obstructed kidneys and in biopsies from patients with IgA nephropathy. Multiplex immunofluorescence confirmed that specifically the ICAM-1^+^ inflammatory subset co-localises with immune cells and myofibroblasts in the fibrotic niche. Integration of gene expression and ATAC data implicated HNF4-α in maintaining proximal tubular cell health and AP-1 signalling in promoting the inflammatory tubular phenotype. Administration of a small molecule inhibitor of AP-1 or the senolytic agent ABT-263 reduced expression of genes consistent with an inflammatory tubular cell phenotype and ameliorated inflammation and fibrosis in murine models of transition from acute kidney injury (AKI) to CKD.

## Results

### Generation of an atlas of healthy and obstructed kidneys

To characterize the cellular and molecular landscape in the healthy and injured human kidney, we performed simultaneous snRNA-seq and ATAC-seq and high-plex single-cell molecular imaging on tissue from the non-tumorous pole of nephrectomies from 5 patients with urothelial carcinoma causing unilateral ureteric obstruction (UUO) as a paradigm of tubular injury, with 7 patients who had renal cell carcinoma without urinary obstruction constituting our controls (Fig. 1a). The clinical and pathological characteristics of the patients are given in Supplementary Data 1, 2 and Supplementary Fig. S1. All controls had normal renal function (eGFR >75 ml/min/m^2^) at baseline and exhibited a decline in kidney function post-operatively. Conversely, in 4 of the 5 obstructed patients, the renal function remained stable post-operatively indicating the resected kidney was non-functional due to complete ureteric obstruction (Supplementary Fig. S1a), while in the remaining case there was a decline in kidney function post-operatively suggesting incomplete ureteric obstruction. In both the controls and obstructed specimens there was mild glomerulosclerosis, commensurate with the cohort age (mean 71 years); however, the obstructed samples exhibited significantly greater tubulointerstitial fibrosis and atrophy (Supplementary Data 1, Supplementary Fig. S1b).

**Fig. 1:**
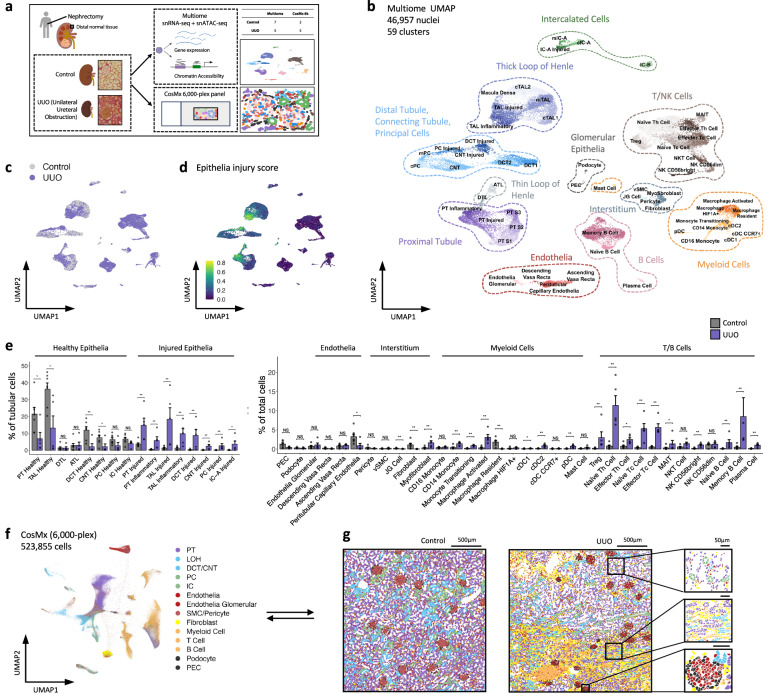
A multiomic single-nuclei atlas of kidney injury. **a** Overview of the single nuclear multiome (paired Assay for Transposase Accessible Chromatin for sequencing (snATAC-seq) and snRNA-seq) as well as sub cellular-resolution spatial transcriptomics (CosMx SMI 6000 transcript panel) workflows. For the multiome assay nuclei were isolated from snap-frozen human nephrectomy specimens from control (*n* = 7) or unilateral ureteric obstructed (UUO, *n* = 5) kidneys and processed in pools of three to five samples per library using the 10x Genomics Multiome Assay. Adjacent FFPE tissue was used for spatial transcriptomics analysis for a subset of samples (UUO, *n* = 5; Control, *n* = 2). **b** Weighted-nearest neighbour UMAP projection of joint transcriptome and open chromatin state of 46,957 nuclei with detailed cluster annotations. PEC parietal epithelial cell, PT proximal tubule, DTL descending thin limb, ATL ascending thin limb, TAL thick ascending limb, DCT distal convoluted tubule, CNT connecting tubule, PC principal cell, IC intercalated cell, vSMC vascular smooth muscle cell, JG cell juxtaglomerular cell, pDC plasmacytoid dendritic cell, cDC classical dendritic cell, Th T helper cell, Tc cytotoxic T cell. **c** UMAP projection annotating cells to control or UUO kidneys. **d** Gene expression score of epithelial injury genes universally expressed in injured nephron segments (*PROM1*, *DCDC2*, *SPP1*, *ITGB6*, *ITGB8*). **e** Percentage of nuclei assigned to each cell type as a proportion of all epithelial cells (for epithelial clusters, left) and of total cells (for non-epithelial clusters, right) in control (*n* = 7) and obstructed (*n* = 5) kidneys. Plots show means ± standard error of the mean (SEM). Wilcoxon rank-sum test. *p < 0.05; **p < 0.01. **f** UMAP plots of the CosMx 6000-plex dataset showing cells coloured by their broad annotations. **g** Representative figures of cells from control and UUO kidneys plotted in 2D space. Cells are coloured according to the broad cell types (Fig. 1f). Source data are provided as a Source Data file.

To mitigate against batch effects, we isolated nuclei from snap-frozen wedge biopsies from each patient and constructed 6 pools, each comprising nuclei from 3 to 5 patients, with most patients represented in more than one pool (Supplementary Fig. S2a, b, Supplementary Data 2). We performed combined snRNA-seq and ATAC-seq using the Chromium Multiome Assay (Fig. 1a, Supplementary Fig. S2b–g) and pooled cells were then assigned to each donor by computational SNP-based deconvolution (Supplementary Fig. S2a). By leveraging SNP variants detected in sequencing reads, we assigned cells to donors for both the gene expression and ATAC libraries. Comparison of inferred donors between libraries showed a high (98.68%) donor agreement across gene expression and ATAC modalities (Supplementary Fig. S2h). Predicted donors were matched to original samples by leveraging the pooling pattern created during library construction, with samples pooled across multiple libraries showing a low genotype distance (Supplementary Fig. S2i, k). To confirm the correct assignment of cells to donors, SNP microarray genotyping was performed on surplus tissue, with paired samples showing a low genotype distance, hence validating the accuracy of our approach (Supplementary Fig. S2j). The pooling approach facilitated detection of nuclei doublets, identified by the presence of SNPs characteristic of different donors. Indeed, not all doublets would have been excluded by standard methods such as applying a maximum threshold to the gene or peak count (Supplementary Fig. S2g).

Following quality control (Supplementary Fig. S3), we analysed joint transcriptomes and chromatin state of 46,957 nuclei, identifying 59 discrete clusters (Fig. 1b, Supplementary Data 3) which were annotated using the differentially expressed genes and linked differentially accessible chromatin regions in each cluster (Supplementary Figs. S4, S5, Supplementary Data 4). To assess how our clustering compared with existing datasets, we projected snRNA-seq data from the Kidney Precision Medicine Project (KPMP) onto our dataset, confirming high correlation between cells assigned to comparable clusters across both datasets (Supplementary Fig. S6). Within our tubular cell clusters, cells from obstructed kidneys segregated from controls (Fig. 1c) and were characterized by a core injury gene signature including *PROM1*, *DCDC2*, *SPP1*, *ITGB6 and ITGB8* (Fig. 1d) consistent with that of cells annotated as ‘adaptive’ in the KPMP atlas^4^. Hence following ureteric obstruction, injured tubules adopt an injury response that is conserved across the ischaemic, diabetic and hypertensive nephropathies assessed in the KPMP atlas. The obstructed kidneys contained proportionally fewer healthy tubular cells than unobstructed controls and were enriched for this injured tubular cell phenotype (Fig. 1e). In addition, there were fewer peritubular capillary endothelial cells in obstructed kidneys consistent with rarefaction of the peri-tubular capillary network (Fig. 1e). Conversely, in obstructed kidneys there was a higher proportion of myeloid cells, T-cells and B-cells and the CD56^Bright^ subset of natural killer cells, in keeping with prior studies implicating this subset in progression of CKD^14^. In addition, there was evidence of a phenotypic switch in stromal cells with fewer resident fibroblasts and macrophages and an increase in myofibroblasts and activated macrophages (Fig. 1e). A limitation of using snRNA-seq to quantify cell states is loss of spatial context and that some cell types may be differentially liberated or damaged during nuclear isolation. However, by employing high-plex single-cell molecular imaging using ~6,000 transcripts on the CosMx platform we were able to spatially annotate the key cell populations and confirm that there was a greater proportion of injured tubular cells, immune cells and interstitial cells in obstructed kidneys compared with unobstructed controls (Fig. 1f, Supplementary Figs. S7, 8).

### Identification of an inflammatory subset of tubular cells specific to injured kidneys

To explore the phenotypes of the tubular cell clusters in more detail, we segregated and re-clustered each tubular cell phenotype. Proximal tubular (PT) cells comprised healthy cells, corresponding to the S1-3 segments and injured cells which expressed *HAVCR1* and *VCAM1* (Fig. 2a–c, Supplementary Data 5) and were enriched in UUO samples. When projected onto the KPMP snRNA-seq atlas^4^ the *HAVCR1*^+^ *VCAM1*^+^ injured PT cells corresponded to the cluster denoted as ‘adaptive’ PT cells (Fig. 2d, e, Supplementary Fig. S9a, b). Additionally, we detected a subset of the injured PT cells which was almost exclusively detected in obstructed kidneys and expressed chemokines (e.g. *CCL2*, *CXCL1*), pro-fibrotic factors (e.g. *TGM2*) and adhesion molecules (e.g. *ICAM1)*, which we denoted as inflammatory PT cells (Fig. 2a-c, Supplementary Data 5). We further interrogated the adaptive PT cells in the KPMP Atlas, confirming the presence of an *ICAM1*^+^ subset that expresses the same inflammatory gene signature (Fig. 2d, e, Supplementary Fig. S9c, d), suggesting that this PT cell subset is found in other kidney diseases. In patients with CKD recruited to the KPMP atlas, the proportion of PT cells that aligned to our inflammatory phenotype correlated closely with the proportion of activated macrophages and myofibroblasts (Supplementary Fig. S9e), whereas the correlation between total adaptive cells and macrophages/myofibroblasts was non-significant. Hence, the *ICAM1*^+^ inflammatory PT cells represent a subset of adaptive tubular cells, which we wished to characterise in more detail given their inflammatory gene signature and correlation with immune cells and myofibroblasts.

**Fig. 2:**
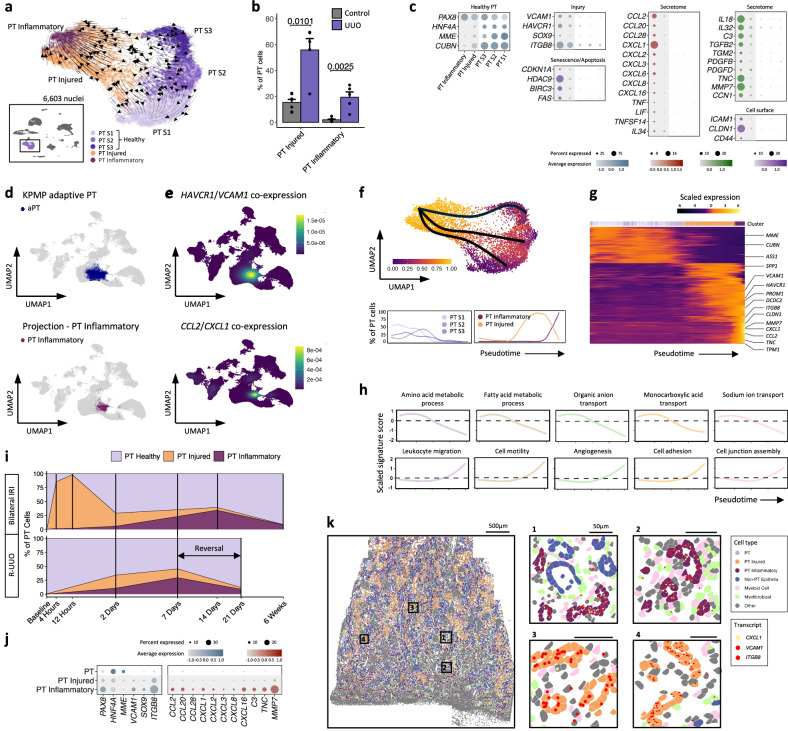
Injured PT cells can adopt a pro-inflammatory, pro-fibrotic phenotype. **a** UMAP of proximal tubule (PT) cells coloured by cell phenotype and projected RNA velocities (arrows). **b** Barplot showing mean (±SEM) percentage of injured and inflammatory PT cells in control (*n* = 7) and obstructed (UUO, *n* = 5) kidneys as a proportion of total PT cells. Wilcoxon rank-sum test. **c** Dot plot of selected differentially expressed genes in healthy, injured and inflammatory PT cells. Dot colours show the averaged gene expression values (log scale); size indicates proportion of cells expressing each gene. **d** Identification of inflammatory PT cells in the Kidney Precision Medicine Project (KPMP) snRNA-seq dataset^4^. Top panel: original adaptive PT (aPT) annotations; bottom panel: KPMP cells adopting an inflammatory PT cell phenotype. **e** Density plot highlighting cells co-expressing injury (*HAVCR1*, *VCAM1*) and inflammatory (*CCL2*, *CXCL1*) cell specific transcripts. **f** Top panel: UMAP (as in Fig. 2a) with cells ordered in pseudotime on a trajectory from healthy PT segments to the inflammatory cell state. Bottom panel: percentage of cells in each subcluster as a proportion of total PT cells at that trajectory point. **g** Heatmap of scaled gene expression along the pseudotime trajectory. **h** Signature scores of GO terms enriched in healthy (PT S1-S3) or injured and inflammatory PT cells. **i** Proportion of total PT cells adopting a healthy, injured and inflammatory phenotype at different timepoints in single-cell/nuclei datasets in murine models of ischaemia-reperfusion injury (IRI, top^9^) and reversible unilateral ureteric obstruction (R-UUO, bottom^15^). **j** Genes differentially expressed in inflammatory PT cells in the CosMx (6000-plex panel) dataset. The dot colours show the averaged gene expression values (log scale) and size indicates proportion of cells expressing each gene. **k** Representative image of obstructed tissue section analysed by CosMx, with dots representing cells in their 2D coordinates. PT cells are coloured according to cell state, with selected other cell types highlighted. Plots on the right show high-resolution cell segmentation boundaries in areas enriched with inflammatory (top) or injured PT cells (bottom). Dots represent individual injury-associated (red) and inflammatory-associated (yellow) transcripts. Source data are provided as a Source Data file.

Trajectory analysis demonstrated that following injury, PT cells down-regulated genes encoding key tubular cell functions such as ion transport and metabolism (Fig. 2f–h, Supplementary Data 6) and expressed the core tubular injury signature (Fig. 2c, g). RNA velocity suggested that cells in the initial stages of the injury trajectory may retain the potential to revert towards a healthy phenotype, while cells in a more advanced injury state transitioned exclusively towards an inflammatory phenotype (Fig. 2a). To determine whether the trajectory analysis correlated with cell dynamics in pre-clinical models, we compared the human PT cell phenotypes with scRNA-seq datasets from two murine models – ischaemic reperfusion injury (IRI)^9^ and reversible unilateral ureteric obstruction (R-UUO)^15^. We observed conserved injured and inflammatory PT cell phenotypes across species, with the inflammatory PT subset mapping to cells analogous to those previously designated as maladaptive or ‘failed repair’^9^ (Supplementary Fig. S10). Following injury, there was a rapid increase in the proportion of injured tubular cells, with the inflammatory cell phenotype appearing later (Fig. 2i, Supplementary Fig. S10c). In both models, the proportion of injured PT cells fell progressively during the recovery period while the proportion of healthy PT cells increased, suggesting reversion of injured to healthy tubules. In contrast, the inflammatory PT cells persisted at a higher level for longer after injury.

Taken together, the human and murine data indicate a ‘point-of-no-return’ beyond which injured PT cells adopt an inflammatory phenotype that is incapable of reverting towards a healthy phenotype and persists despite cessation of injury. These features are characteristic of senescent renal epithelia^16^ and we noted that the inflammatory PT cells also expressed senescence-associated genes (Fig. 2c) including *CDKN1A* and *HDAC9*^17^, which has recently been shown to mediate renal fibrosis^18^. 

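RPTEC/TERT1 cells are human proximal tubular epithelial cells immortalised by expression of telomerase. Bulk RNA-seq was performed on 5 samples of these cells exposed to 10 Gy of gamma irradiation and on 5 mock-irradiated control samples, with RNA collected 7 days after exposure. Replicates carry the numbers 1 to 5 in both groups. The authors aligned the reads to GRCh38 with STAR, which counted them on genes, and deposited the counts per gene without normalisation. Counts on genes summed to between 78081911 and 131555873 in control samples (median 104382448) and to between 66269311 and 101594948 in irradiated samples (median 94139059). The mean was 98.6 M counts per sample, and the paper gives a mean of 159 M reads sequenced per sample. All values here rest on the counts. Of 425 long non-coding RNA genes whose exons lie wholly under exons of the opposite strand, 97.9% had 0 counts in every sample, against 28.8% of 12007 long non-coding RNA genes without such overlap. Reads falling where genes on opposite strands overlap are therefore treated here as left out of the counts, and values of such genes can be too low. Counts were normalised by the TMM method, genes with at least 200 counts summed over the 10 samples were kept, and irradiated and control samples were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with replicate number as a block. Expression is given as TMM-normalised CPM, the counts of a gene relative to the normalised total of its sample.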

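Of 19006 genes tested, 4550 were higher and 4307 lower in irradiated than in control RPTECs at an adjusted p-value under 0.05, so that 51.4% of the changed genes rose. With library size as the only scaling, 38.0% of 9503 changed genes rose. A fitted change of more than 2-fold at the same threshold was found for 999 up-regulated genes, of which 989 were higher in the irradiated sample of all 5 replicate pairs. Their median log2 fold change was 1.58. The number of up-regulated genes was 1613 with every gene of at least 1 count kept, and 540 when 2-fold itself was the null value of the test. Expression of all 5 irradiated samples lay apart from that of all 5 control samples for 5072 genes (26.7% of those tested), where chance gives 0.794%. CDKN1A lies on chromosome 6 of GRCh38 from 36676460 to 36687337 and encodes the cell cycle inhibitor p21. Its expression was 698.5 ± 69.0 CPM (SD, n = 5) in irradiated and 101.9 ± 59.3 (SD, n = 5) in control samples, a log2 fold change of 2.92 (standard error 0.24, adjusted p = 9.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread among controls comes mostly from control replicate 3, at 207.6 CPM, while the other controls lay between 66.7 and 80.9. Without replicate 3 the log2 fold change was 3.21. HDAC9, on chromosome 7 from 18086949 to 19002416, encodes a histone deacetylase and rose from 1.61 ± 0.34 to 17.7 ± 3.7 CPM (SD, n = 5 each). Its log2 fold change was 3.45 (standard error 0.12, adjusted p = 8.62e-06 from the same edgeR test). Both genes were higher in the irradiated sample of every pair. The paper describes inflammatory PT cells as unable to revert to health and as persisting after injury, features it ascribes to senescent renal epithelia. It adds that they expressed senescence-associated genes, among them CDKN1A and HDAC9, and turned to irradiated RPTECs for this reason.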

To assess this further, we induced senescence by irradiating renal proximal tubular epithelial cells (RPTECs) and performed bulk RNA-seq to identify genes that were > 2-fold up-regulated in senescent compared with healthy RPTECs (Supplementary Fig. S11a–d). The signature score of these genes was markedly higher in the inflammatory PT cells (Supplementary Fig. S11e, f), consistent with the transcriptional activation of a senescence program.

We sought to determine whether similar inflammatory phenotypes were observed for tubular epithelial cells in other nephron segments in obstructed kidneys. We observed a subset of injured cells in the thick ascending limb of the Loop of Henle that expressed multiple chemokine, adhesion and pro-fibrotic genes comparable to the inflammatory PT cells (Supplementary Fig. S12, Supplementary Data 5, 7). Other injured tubular cell types, including connecting tubules and principal cells expressed a modest number of inflammatory transcripts, though this was less marked in distal convoluted tubular cells (Supplementary Fig. S12, Supplementary Data 8).

Lastly, we investigated if inflammatory PT cell states can be identified using spatial molecular imaging. We identified discrete injured and inflammatory PT cell phenotypes, which exhibited similar differentially expressed genes as in the snRNA/ATAC-seq analysis (Fig. 2j, Supplementary Data 9–11). Visualisation of cell states in 2D space revealed that tubules adopt either injured or inflammatory phenotypes without much intermixing of cell states within individual tubules (Fig. 2k).

### Inflammatory tubular cells co-localise with monocytes and myofibroblasts in the fibrotic niche

Given inflammatory cell states can be identified in discrete tubules, we next sought to determine the spatial association of PT cell states with immune cells and myofibroblasts. The inflammatory PT cells, but not injured PT cells, co-localised with myeloid cells and myofibroblasts (Fig. 3a, Supplementary Fig. S13). To determine the degree of co-localisation of individual cell types, we quantified the pairwise co-localisation within a 25 µm radius compared to that expected in a random topographical distribution (Fig. 3b). There was enrichment of monocytes, transitioning monocyte-macrophages, dendritic cells and myofibroblasts adjacent to the inflammatory but not injured PT cells (Fig. 3c, Supplementary Data 12). To confirm this finding, we assessed whether transcripts associated with myeloid cells and myofibroblasts were enriched in spatial proximity to inflammatory PT cell centroids. Indeed, transcripts up-regulated by inflammatory PT cells were highly-enriched within cell boundaries (within a 0–5 μm radius of cell centroids) (Fig. 3d), whereas archetypal transcripts characteristic of myofibroblasts, monocytes, macrophages and dendritic cells were enriched immediately outside inflammatory PT cell boundaries (> 5 μm of cell centroids) (Fig. 3d).

**Fig. 3:**
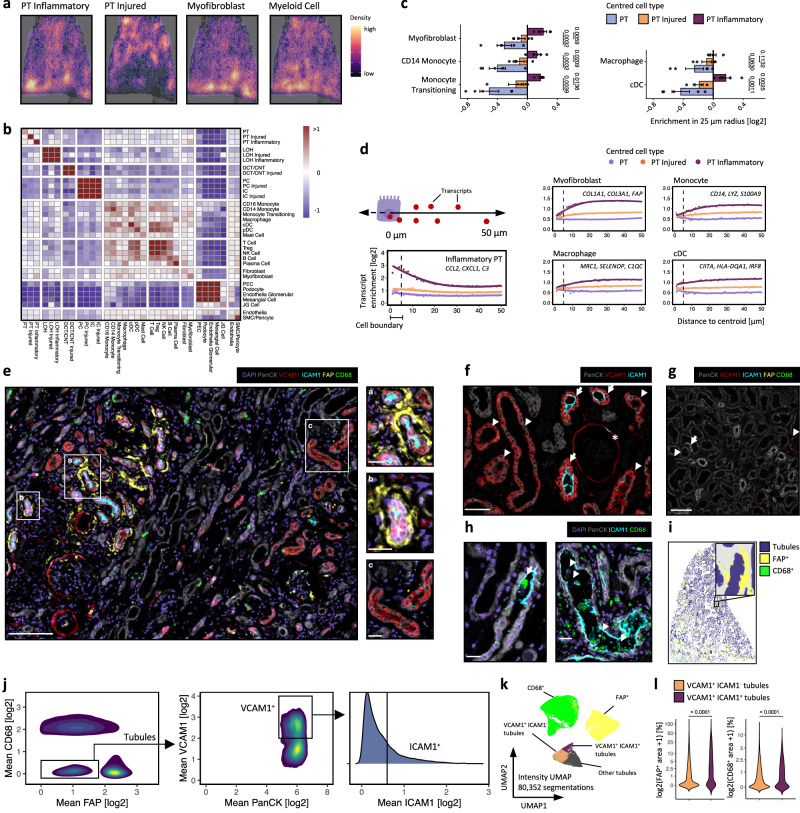
Inflammatory PT cell states are associated with the fibrotic niche in human kidney disease. **a** Density maps of cell type abundance overlayed on the same tissue section as in Fig. 2k. **b** Cell neighbourhoods in UUO samples (*n* = 5). Heatmap shows the mean enrichment (log2 scale, mean weighted by cell type abundance) of each cell type within a 25 µm radius of the reference cell type. Values greater or less than zero indicate enrichment or depletion of the cell type. cDC, classical dendritic cell. **c** Bar plots showing the enrichment ratio of myofibroblasts and myeloid cell types in proximity to inflammatory cell states in UUO samples (*n* = 5). Plots show means ± SEM. Paired two-sample Student’s *t* test. **d** Mean enrichment ratio of indicated transcripts adjacent to healthy, injured and inflammatory PT cell states relative to randomly sampled cells. x-axis: distance from centroids of all cells of that group, with transcripts quantified in 1 µm intervals. **e** Representative image of 5-plex immunofluorescence of obstructed nephrectomy tissue (from *n* = 4 samples), with insets showing higher magnification images. Scale bars: large image, 100 µm; small images, 20 µm. **f** 3-plex immunofluorescence demonstrating VCAM1^+^/ICAM1^+^ (arrow) and VCAM1^+^/ICAM1^-^ tubules (arrowhead) and the parietal epithelium of a glomerulus (*). Scale bar, 50 µm. **g** 5-plex immunofluorescence of healthy kidneys (from *n* = 2 samples), highlighting VCAM1^+^ tubular cell (arrow) and VCAM1^+^ parietal epithelial cells (arrowhead). Scale bar, 100 µm. **h** Immunofluorescence of obstructed kidney with CD68^+^ cells (arrows, left) in the lumen of ICAM1^+^ tubules. Arrowheads highlight CD68^+^ cells filopodia anchoring to ICAM1^+^ tubular cells (right). Scale bar, 20 µm. **i** Representative image of tubule (PanCK^+^), myofibroblast (FAP^+^) and macrophage (CD68^+^) segmentation. **j** Tubules were identified as FAP^-^/CD68^-^/PanCK^+^ and the proportion staining for VCAM1 and ICAM was determined. **k** UMAP of segmentation objects according to staining intensities of PanCK, VCAM1, ICAM1, FAP and CD68. **l** Enrichment of FAP and CD68 in proximity to VCAM1^+^/ICAM1^-^ or VCAM1^+^/ICAM1^+^ tubules. Violin plots of the percentage of the area covered (log2 scale) by FAP^+^ or CD68^+^ segmentations objects within a 25 µm radius of 6,304 tubule boundaries. Wilcoxon rank-sum test. Source data are provided as a Source Data file.

To develop a panel of antibodies to localise the injured and inflammatory PT cell phenotypes, we leveraged the differentially expressed genes from our snRNA-seq data (Fig. 2c), designating injured and inflammatory PT cells as VCAM1^+^ICAM1^-^ and VCAM1^+^ICAM1^+^, respectively. VCAM1^+^ICAM1^+^ inflammatory PT cells localized to the fibrotic niche adjacent to CD68^+^ macrophages and fibroblast-activated protein (FAP)^+^ myofibroblasts, whereas the VCAM1^+^ICAM1^-^ injured PT cells were more diffusely scattered across the tissue (Fig. 3e–l), replicating the findings from the CosMx analysis. Intriguingly, ICAM1 was expressed specifically on the luminal membrane of inflammatory PT cells (Fig. 3f), where it may mediate tethering of myeloid cells in the urinary space (Fig. 3h) by binding to receptors including CD11b (*ITGAM*) and CD11c (*ITGAX*). We developed a method to quantify the spatial relationships between cell types (Fig. 3i–k), which determined that both myofibroblasts and macrophages were preferentially located adjacent to VCAM1^+^ICAM1^+^ inflammatory tubules (Fig. 3l).

### Inflammatory PT cell states are found in different CKD aetiologies

To determine whether our findings were applicable to other kidney diseases, we performed high-plex single-cell molecular imaging using a panel of ~1000 probes on renal biopsy tissue from patients with minimal change disease (*n* = 3) or IgA nephropathy (*n* = 6) and nephrectomy specimens from patients with inflammatory fibrosis due to recurrent pyelonephritis (*n* = 4, Fig. 4a, b, Supplementary Data 14–17, Supplementary Data 13). We again identified injured and inflammatory PT cell phenotypes and we determined that it was specifically tubules adopting an inflamed, but not injured phenotype, that were surrounded by immune cells and myofibroblasts in the fibrotic niche (Fig. 4c–h, Supplementary Data 14–17). Importantly, the proportion of PT cells that adopted an inflammatory phenotype in each biopsy correlated with the proportion of myofibroblasts, monocytes and dendritic cells (Fig. 4i) and the severity of fibrosis (Supplementary Fig. S17) and was inversely proportional to renal function (Fig.4j, Supplementary Data 18). Similar findings were observed for the inflammatory LOH cells (Supplementary Fig. S17).

**Fig. 4:**
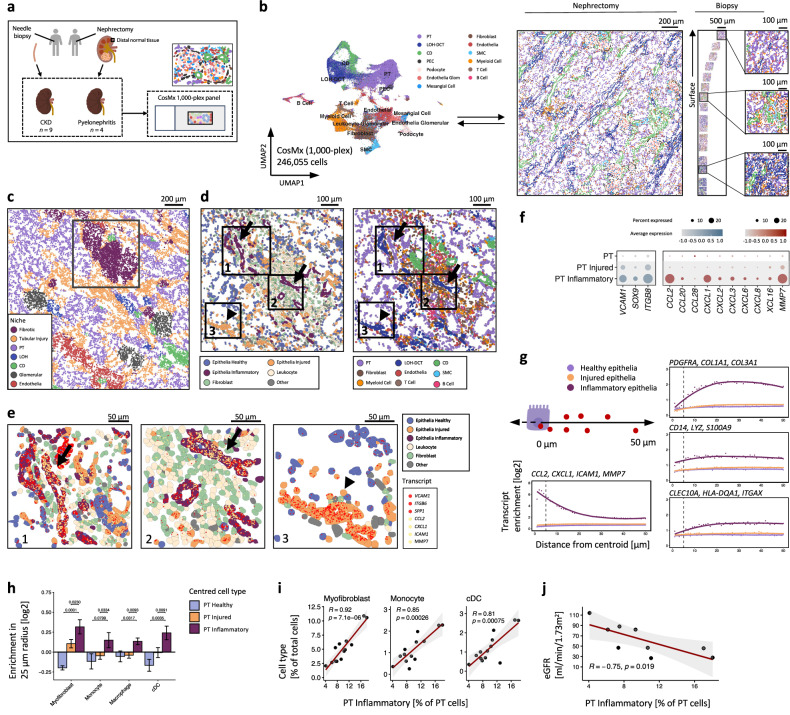
Inflammatory cell states in the kidney across disease aetiologies. **a** Workflow to spatially quantify 1,000 transcript species on the CosMx platform in nephrectomy samples from patients with chronic pyelonephritis (*n* = 4) and renal biopsies from patients with minimal change disease (*n* = 3) or IgA nephropathy (*n* = 6). **b** Left: UMAP visualisation of 246,055 cells across all samples coloured by cell annotations. PEC parietal epithelial cell, PT proximal tubular cell, LOH-DCT Loop of Henle and distal convoluted tubule, CD Collecting Duct, SMC Smooth muscle cell. Right: Representative images of nephrectomy and biopsy samples, showing cells coloured by annotation key in UMAP. **c** Representative spatial plot of pyelonephritic kidney. Dots represent individual cells coloured by their niche cluster. **d** Higher resolution of the rectangular inset in (**c**). highlighting inflammatory (arrows) and injured (arrowhead) tubular epithelia. Left: Cells coloured according to activation state and broad cell lineage. Right: Cells coloured according to granular annotation. **e** Higher resolution of areas indicated in (**d**) highlighting inflammatory (arrow) and injured (arrowhead) epithelia. Dots show the location of injury-associated (red) or inflammatory-associated (yellow) transcripts with cells coloured by activation state and broad lineage. **f** Dotplot of expression of injury and inflammatory markers identified by snRNA-seq (Fig. 2c) in the CosMx (1000-plex) dataset. Dot colours show the averaged gene expression (log scale) and size indicates proportion of cells expressing the gene. **g** Mean enrichment ratio of transcripts in healthy, injured and inflammatory PT cell states relative to randomly sampled cells. x-axis: distance from centroids of all cells of the respective group, with transcripts quantified in 1 µm intervals. **h** Bar plots showing enrichment of myofibroblasts and myeloid cell types in proximity to PT cell states. Plots show means ± SEM. Paired two-sample Student’s *t* test. **i** Correlation between percentage of inflammatory PT cells and the proportions of myofibroblasts, monocytes and classical dendritic cells (cDC) in biopsy samples. Graph shows linear regression slope with Pearson co-efficient. **j** Correlation between percentage of inflammatory PT cells and estimated glomerular filtration rate (eGFR) in biopsy samples. Linear regression slope with Pearson co-efficient.

Hence, our data implicate inflammatory PT cells in recruitment of immune cells and activation of myofibroblasts to promote inflammation and interstitial fibrosis in patients with CKD of diverse aetiology.

### Inter-cellular signalling pathways between inflammatory tubules, leucocytes and myofibroblasts

We next sought to identify signalling pathways by which inflammatory tubular cells communicate with adjacent cell types. Ligand-receptor analysis of the snRNA-seq data demonstrated that inflammatory PT cells expressed a broad range of chemokines, adhesion molecules and complement to attract and activate diverse immune cell types (Fig. 5a, Supplementary Data 19). To determine the primary sources of chemokines locally promoting fibrosis we divided the tissue into niches, with the fibrotic niche being enriched with inflammatory PT cells, myeloid cells and myofibroblasts (Fig. 5b–d). Inflammatory PT cells were the principal source of the chemokine signature in the fibrotic niche, (Figs. 2c and 5e) and were located adjacent to myeloid cells thereby facilitating cell-cell cross-talk^19^ to promote leucocyte recruitment and activation (Fig. 5f, g).

**Fig. 5:**
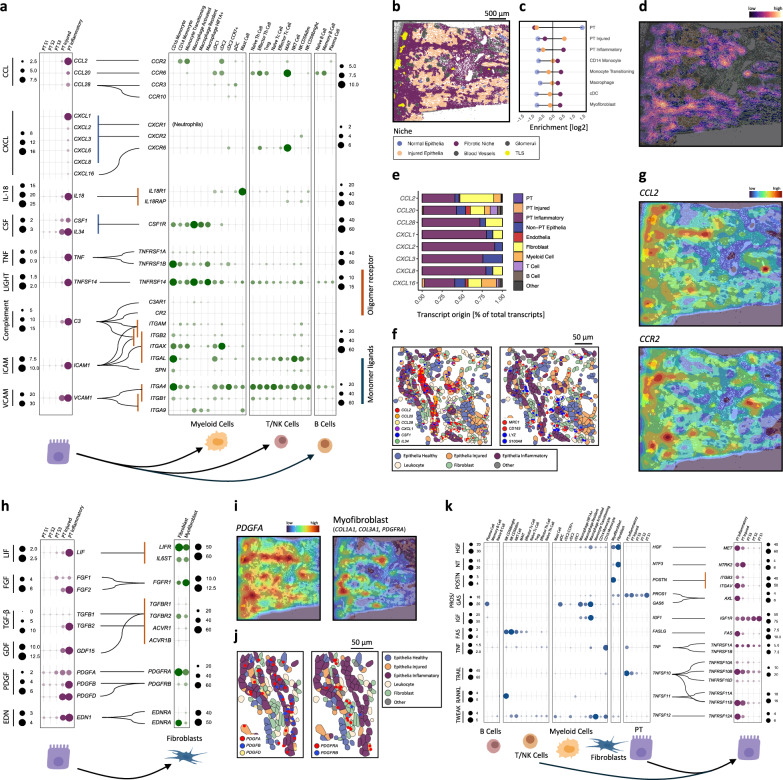
Intercellular signalling mediating immune recruitment and fibroblast activation. **a** Dot plots showing expression of ligands in PT clusters (left columns) and respective receptors in immune subclusters (right columns). Dot size is scaled by the fraction of cells expressing the gene and colour by the average (log-scale) scaled expression values. **b** Representative image of an obstructed nephrectomy sample analysed on the CosMx 6000-plex platform. Cells are coloured according to niche assignment. **c** Barplot showing the log2-fold enrichment ratio of observed cell type abundance compared to random tissue distribution within each niche, coloured as per legend in (**b**). **d** Density map indicating the inflammatory PT cell distribution in the same tissue section as (**b**). **e** Barplot showing the contribution of individual cell types to total cytokine transcripts in the fibrotic niche, presented as proportion of total detected transcripts. **f** High-resolution image of spatial localisation of cytokines (left), monocyte-associated (blue) and macrophage-associated (red) transcripts in the same frame (right). Cells are coloured by cell lineage and epithelial activation state. **g** Density maps showing the spatial distribution of *CCL2* (top) and *CCR2* (bottom) transcripts in the same tissue section as (**b**). **h** Dot plots showing ligands expressed by in PT clusters (left column) and respective receptors in (myo)fibroblasts (right columns). Dot size is scaled by the fraction of cells expressing the gene and colour by the average (log-scale) scaled expression values. **i** Density maps showing the spatial distributions of indicated myofibroblast transcripts in same section as (**b**). **j** High-resolution image of the spatial location of platelet-derived growth factor (PDGF) ligands (left) and receptors (right). Cells are coloured by cell lineage and epithelial activation state. **k** Dotplots showing the expression of ligands (left columns) and upregulated receptors in PT cell subsets (right columns). The dot size is scaled by the fraction of cells expressing the gene and the colour by the average (log-scale) expression.

In addition, inflammatory PT cells expressed multiple ligands for fibroblast PDGF, TGF and FGF receptors (Fig. 5h), which have been implicated in fibroblast proliferation and activation to myofibroblasts^20–22^. Indeed, in our spatial analysis, multiple PDGF transcripts were identified in inflammatory tubules adjacent to myofibroblasts expressing *PDGFRA* (Fig. 5i, j). In addition, *FGFR1* was detected in activated macrophages, which is of interest as FGF receptor inhibition ameliorates LPS-induced macrophage activation, inflammation and fibrosis in the kidney^23,24^.

Lastly, we investigated how inflammatory PT cells may be influenced by adjacent cells. Receptors for FAS and TWEAK were up-regulated in inflammatory PT cells (Fig. 5k), while the ligands were expressed by NK cells (FAS) and monocytes (TWEAK), with both these cell types being implicated in kidney disease^19,25^. While these are classically considered pro-apoptotic factors, they can also promote inflammation via NF-κβ signalling^26,27^ and hence enable bi-directional cross talk between leucocytes and inflammatory PT cells to mediate renal inflammation. Our data also implicate TNF superfamily members in autocrine and paracrine tubular signalling as *TNF* and *TNFSF10* (TRAIL) and their receptors *TNFRSF1A* and *TNFRSF10A,B,D* are all highly expressed in inflammatory PT cells (Fig. 5k, S17c). This may initiate a feed-forward loop to propagate the inflammatory phenotype along the nephron resulting in clustering of inflammatory tubular cells within the same nephron profile (Figs. 2k and 4c–e).

In summary, our integrated ligand-receptor and spatial analysis identifies multiple mechanisms by which inflammatory tubular cells cross-talk with adjacent cells to orchestrate the fibrotic niche.

### Loss of HNF4A network may promote irreversible loss of PT cell identity

We next sought to characterize the epigenetic programming that mediates the transition from healthy tubular cells to this inflammatory phenotype. In order to infer transcription factor (TF) dynamics, we leveraged the joint snRNA-seq and ATAC-seq modalities to identify correlations between chromatin accessibility at TF binding sites located within cis-regulatory elements (CREs) and adjacent gene expression and construct gene regulatory networks (Fig. 6a, b, Supplementary Fig. S18.19, Supplementary Data 20–22).

**Fig. 6:**
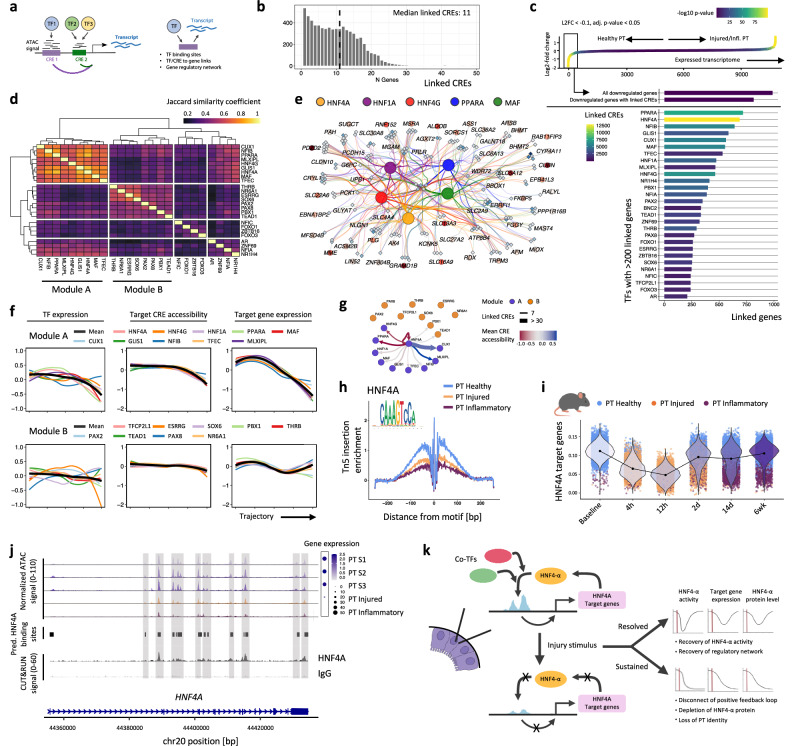
Collapse of an HNF4A-driven gene-regulatory network enables loss of proximal tubule identity. **a** Transcription factor (TF) to target gene linkage is inferred when there is high correlation between gene expression and chromatin accessibility in cis-regulatory elements (CREs) harbouring the relevant TF binding motif. **b** Histogram showing the number of CREs linked to each gene. **c** Top panel: genes down-regulated (L2FC < -0.1, adj. *p*-value < 0.05) in injured/inflammatory compared with healthy PT cells (rectangular box). Bottom panel: bar graph showing TFs ordered by the number of down-regulated target genes. Colour indicates the number of CREs linked to down-regulated genes harbouring respective TF motifs. **d** Heatmap showing the Jaccard similarity coefficient between pairs of TFs, with 1 indicating a full overlap and 0 no overlap of target genes. **e** Gene-regulatory network for a subset of module A TFs. CREs are shown as diamonds with darker blue colour indicating decreased accessibility. Target genes are shown as circles with darker red colour indicating stronger down-regulation. **f** Changes in module A (top) and module B (bottom) TF activity along the pseudotime trajectory from healthy to inflammatory PT cells (Fig. 2f). Left: expression of genes encoding TFs. Middle: accessibility score for TF-target CREs. Right: expression of TF target genes. **g** HNF4-α binding sites in CREs linked to TFs in module A and B. Edge width indicates the number of bound CREs and colour the mean accessibility change (negative values indicate reduced accessibility in injured/inflammatory compared with healthy PT cells). **h** HNF4-α motif footprint in PT cell states. **i** Violin plots of HNF4-α target gene expression in PT cells (dots coloured according to cell phenotypes) following ischaemia-reperfusion injury in mice (Fig. 2i). **j** Upper: chromatin accessibility in healthy, injured and inflammatory PT cells at the *HNF4A* locus with corresponding *HNF4A* mRNA expression (right, dot size scaled by the proportion of cells expressing the gene and coloured by the average (log-scale) expression). Middle: regions harbouring HNF4-α motifs. Lower: HNF4-α CUT&RUN signal in adult human kidney^30^. **k** Sustained injury disrupts the HNF4A auto-regulatory loop, depleting *HNF4A* mRNA and protein leading to loss of PT identity.

During transition from health to the inflammatory state, PT cells down-regulated genes integral to tubular cell function such as *CUBN* and *SLC34A1* (Fig. 2c); therefore, we asked which TFs govern expression of these down-regulated genes. We linked these genes to their regulatory elements by identifying adjacent CREs with reduced accessibility correlating with lower gene expression. TF binding sites present within these CREs included those previously implicated in maintaining PT cell health, such as HNF1-α and HNF4-α (Fig. 6c, e, Supplementary Data 20)^10,28^. In order to infer how these TFs co-operate to regulate gene expression, we compared their target genes, observing that TFs broadly segregated into two modules (Fig. 6d), with the target gene expression in module A markedly down-regulated in PT cells during the trajectory from health towards an inflammatory phenotype (Fig. 6f). All other transcription factors in module A, but not module B, had linked CREs containing HNF4-α motifs (Fig. 6g), suggesting that HNF4-α may act as a master-regulator of the network. Hence, loss of HNF4-α activity, as confirmed by progressive reduction of physical occupancy at HNF4-α binding sites during transition from healthy to inflammatory PT cells, (Fig. 6h) may also reduce gene expression of its co-TFs in module A. Our data are consistent with functional studies, as *Hnf4a* knockout in renal tubular cells in mice inhibits maturation of the proximal tubule leading to Fanconi syndrome^29^ and *HNF4A* knockout in human kidney organoids reduces PT cell maturation and inhibits expression of genes key to PT cell functions, including ion transport, endocytosis and the brush border^30^. The genes more highly expressed in WT versus *HNF4A* knockout organoids correlated closely with our predicted HNF4A target genes (Supplementary Fig. S20a). Furthermore, in obstructed kidneys these genes were enriched in healthy PT cells, with reduced expression in injured/inflamed PT cells (Supplementary Fig. S20), suggesting loss of HNF4A activity may facilitate transition to an inflamed PT cell phenotype.

To understand the dynamics of HNF-α network disruption following kidney injury, we examined the expression of HNF4-α target genes in PT cells in a time course following murine ischaemia-reperfusion injury (Fig. 6i). HNF4-α target genes were down-regulated within 4 h of ischaemic injury and were restored within 48 h in PT cells that recovered to a healthy phenotype. Conversely, HNF4-α target genes remained persistently low in inflammatory PT cells through to 6 weeks after injury, suggesting failure of the HNF4-α network to recover.

Finally, we addressed why the HNF4-α network remained persistently disrupted after injury. We predicted that HNF4-α bound CREs adjacent to its own gene locus (Fig. 6g) and this was confirmed by previous CUT&RUN analysis showing HNF4-α occupancy at multiple CREs at the *HNF4A* locus in the renal cortex of healthy individuals (Fig. 6j)^30^. During the trajectory from health towards the inflammatory phenotype there was progressive loss of chromatin accessibility at these HNF4-α binding sites coinciding with loss of *HNF4A* gene expression (Fig. 6j). Hence, HNF4-α regulates its own expression in a feed-forward loop, which may be disrupted after depletion of *HNF4A* mRNA and protein in the nucleus during sustained injury. Collectively, these data suggest that disruption of the HNF4-α network contributes to loss of PT identify (Fig. 6k).

### AP-1 promotes transition towards inflammatory tubular cell phenotype

Next, we sought to determine which transcription factors facilitate re-programming of PT cells towards an inflammatory phenotype by activating the injury-related gene expression program (Fig. 2c, g). To this end, we sought TFs for which there was an increased TF score (signature score of target CRE accessibility and target gene expression) combined with increased expression of the TF mRNA in injured and inflammatory PT cells (Fig. 7a). Amongst the most up-regulated TFs were SOX4, KLF6, ELF3 which have previously been implicated in promoting an injured tubular phenotype^7^ as well as motifs related to the AP-1 and NF-κβ family of TFs. (Fig. 7a). Next, we asked what the regulatory impact each TF has on gene expression, grouping TF families with similar motifs or which bind as heterodimers (e.g. AP-1 family). Amongst the enriched TFs in the modules gaining accessibility mid-to-late in the trajectory were AP-1 family TFs with motif binding sites located in ~20% of accessible CREs and NF-κβ1 which was more strongly enriched in late CREs (Fig. 7b, c). Supporting this is a progressively increased TF score in the trajectory from healthy to inflammatory PTs (Fig. 7d) and the highest level of motif occupancy in inflammatory PT as determined by footprinting analysis (Fig. 7e). To confirm these in silico findings experimentally, we stimulated primary renal epithelial cells (RPTECs) with TNF, which is central to CKD progression^31,32^ and which activates both the AP-1 and NF-κβ pathways^33,34^, and performed a CUT&RUN assay to determine binding sites of NF-κβ1 and JUN (Fig. 7f, Supplementary Fig. S21). We overlapped CUT&RUN peaks with the open chromatin regions in healthy and obstructed kidneys, observing an increase of accessibility during transition from healthy to inflammatory PT cells in a majority of the overlapping regions (Fig. 7g). Furthermore, we found AP-1 and NF-κβ enriched in the respective peak sets confirming increased accessibility at binding sites and physical occupancy of both TFs in inflamed PT cells (Supplementary Fig. S21).

**Fig. 7:**
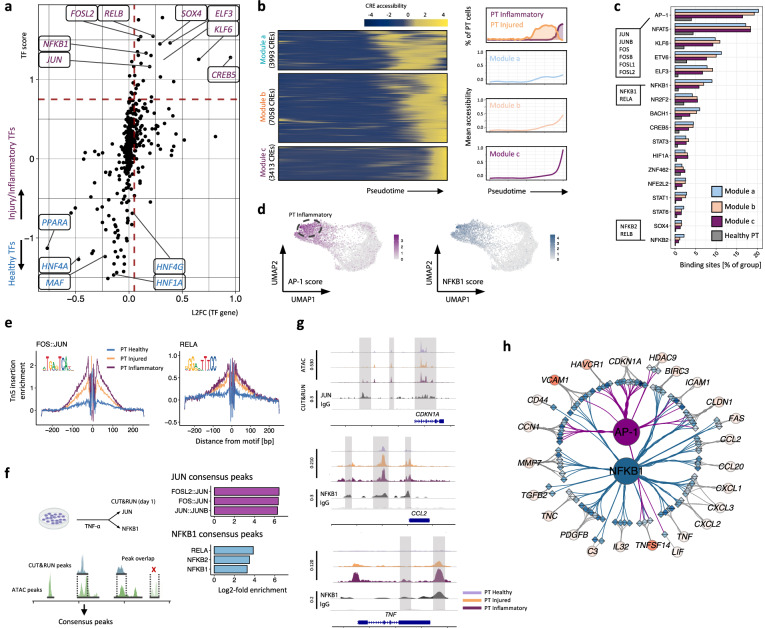
Transcription factors associated with inflammatory programming of proximal tubule cells. **a** TF gene expression plotted against the TF score (mean of target gene and target CRE signature scores) highlights TFs enriched in healthy and injured/inflammatory PT cells. **b** Chromatin accessibility dynamics along the trajectory from healthy to inflammatory PT cells (Fig. 2f). Left panel: CREs linked to upregulated genes (L2FC > 0.1, adj. *p*-value < 0.05) clustered into modules with increased accessibility early, intermediate and late in the trajectory. Right panel: Smoothed graphs summarizing the mean accessibility for CREs in each module, with the percentage of injured and inflammatory PT cells above. **c** Proportions of CREs with putative binding sites for the respective TF family, grouped by module. **d** UMAP (Fig. 2a) of the AP-1 and NF-κβ1 TF score in PT cells. **e** TF footprint of JUN:FOS and RELA motifs in healthy, injured and inflammatory PT cells. **f** Left panel: intersection of chromosomal regions binding JUN or NF-κβ1 by CUT&RUN assay in renal proximal tubular cells (RPTECs) following TNF administration with differentially accessible chromatin in inflammatory PT cells. Right panel: Motif enrichment ratio in regions of intersection. **g** Chromatin profile and CUT&RUN signal tracks at archetypal inflammatory PT genes with AP-1 or NF-κβ1 target CREs. Upper tracks: The ATAC signal in healthy and injured/inflammatory PT cells. Lower track: The JUN or NF-κβ1 CUT&RUN peaks indicating the physical presence of the TF at genomic loci in TNF-treated RPTECs. **h** Visualisation of the predicted regulatory links between AP-1 or NF-κβ1 and selected genes upregulated in inflammatory PT cells (Fig. 2c). CREs are shown as diamonds (darker blue colour indicating increased accessibility) and target genes as circles (darker red colour indicating greater up-regulation). TF to CRE edges are coloured by the TF bound to the CRE.

Representative plots of chromatin accessibility at genomic loci of archetypal inflammatory PT cell markers demonstrate highly gene-specific activation patterns (Fig. 7g). For example, accessibility at multiple NF-κβ1 binding sites at the *CCL2* locus is gained by both injured and inflammatory PT cells, while accessibility at the *TNF* locus is relatively restricted to inflammatory PT cells at a single NF-κβ1 binding site. AP-1 has previously been implicated with senescence induction^35^ and we observed JUN directly binding to an enhancer element in the *CDKN1A* gene 20 kb upstream of the transcription start site (TSS) which is predominantly accessible in inflammatory PT cells, while the remaining regulatory elements show no changes in accessibility (Fig. 7g). Similarly, four CREs with highest accessibility in inflammatory PTs are observed in proximity to the *HDAC9* locus, two of which bind JUN. Looking at the gene regulatory network more broadly, we predict both distinct and overlapping target genes for NF-κβ1 and JUN (Fig. 7h). For example, in addition to key senescence genes, AP-1 is predicted to activate injury markers such as *HAVCR1* and *DCDC2*. In contrast, NF-κβ1 is essential to activate many pro-inflammatory genes including multiple chemokines, suggesting both AP-1 and NF-κβ1 have intertwined but distinct regulatory roles in promoting the inflammatory phenotype.

### Inhibition of AP-1 activity ameliorates fibrosis following ischaemia-reperfusion injury in mice

As we identified multiple parallel intercellular signalling pathways between inflammatory tubular epithelial cells, leucocytes and myofibroblasts (Fig. 5), we postulated that redundancy may reduce the efficacy of targeting a single ligand-receptor pathway. Therefore, we assessed whether inhibiting core transcriptional regulators of the inflammatory tubular phenotype, such as AP-1, could reduce the severity of renal inflammation and fibrosis. In a murine model of AKI to CKD transition, we targeted AP-1 using T5224, which inhibits binding of c-Fos and c-Jun to DNA thereby preventing transcription factor activity^36^. We administered 10 mg/kg of T5224 or DMSO vehicle by daily gavage for 2 weeks beginning 3 days following unilateral ischaemia-reperfusion injury (IRI) or sham surgery (Fig. 8a). Administration of T5224 ameliorated the reduction in renal mass following IRI (Fig. 8b) and the severity of inflammation and fibrosis (Fig. 8c–e). T5224 also reduced expression of *Arg1*, which we previously identified as a marker of infiltrating monocytes transitioning to a pro-inflammatory phenotype^15^. To assess the effect of T5224 on acquisition of the inflammatory tubular phenotype, we quantified the number of KIM-1^+^ injured tubular cells that also express VCAM1, as unlike in human kidney disease, in murine models VCAM1 expression is more specific to the maladaptive inflammatory PT cell phenotype (Supplementary Fig. S10d). The proportion of KIM1^+^VCAM1^+^ inflammatory PT cells increased following IRI, but was reduced in mice treated with T5224 (Fig. 8f). Furthermore, the expression of genes characteristic of inflammatory tubular cells including *Icam1*, *Vcam1* and *Pdgfa* was also reduced in animals treated with T5224 highlighting potential mechanisms for the reduced leucocyte and myofibroblast accumulation (Fig. 8g). This is in keeping with CUT&RUN analysis in TNF-treated RPTECs, which demonstrated that JUN bound to CREs adjacent to the *HAVCR1*, *VCAM1*, *ICAM1* and *PDGFA* genes (Fig. 8h). Importantly, these CREs were located in chromatin regions that were progressively more accessible in PT cells during transition from health to the inflammatory phenotype in human kidney disease. Taken together, the data confirm that inhibition of AP-1 activity using T5224 inhibited acquisition of the inflammatory tubular cell phenotype and transition from acute ischaemic kidney injury to renal fibrosis.

**Fig. 8:**
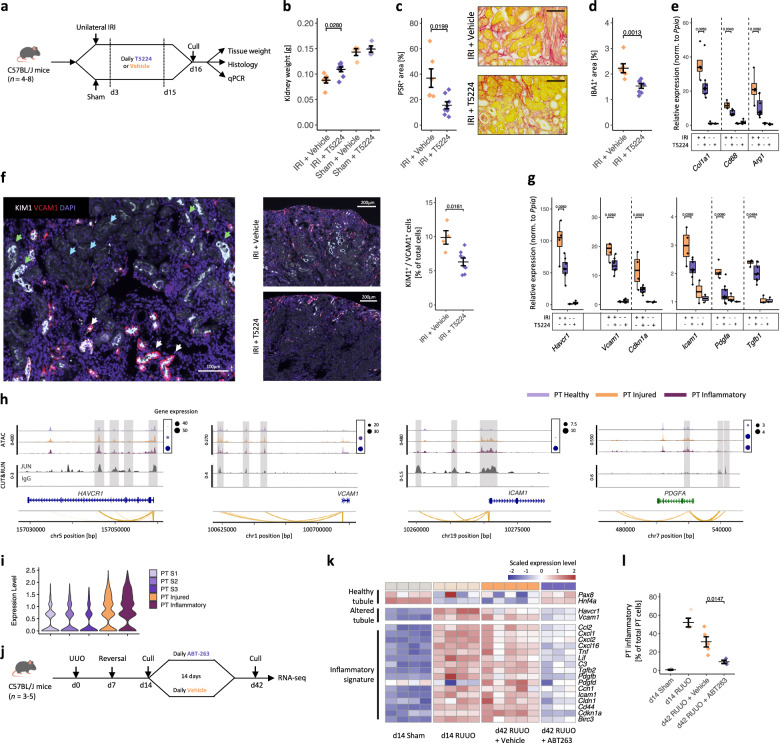
Targeting inflammatory PT cells ameliorates fibrosis in mouse models of AKI to CKD transition. **a** Experimental schema: mice underwent IRI and were administered T5524 (*n* = 8) or vehicle (*n* = 6) or underwent sham surgery and administered T5524 or vehicle (*n* = 4 for both groups). Kidney weights (**b**) and percentage of renal cortex staining for picrosirius red (PSR) with representative images (**c**) or the macrophage marker IBA1 (**d**). **e** Expression of fibrosis and myeloid cell genes in renal cortex. **f** Left: immunofluorescence for KIM1/VCAM1. White arrows: KIM1^+^/VCAM1^+^ inflammatory tubules; green arrows: KIM^+^/VCAM1^-^ injured tubules; blue arrows: healthy KIM1^-^/VCAM1^-^ tubules. Middle: representative images from T5224 and vehicle-treated mice. Right: KIM1^+^/VCAM1^-^ or KIM1^+^/VCAM1^+^ cells in proportion to total PT cells. **g** Expression of injured and inflammatory PT cell genes in renal cortex. **h** Top tracks: The chromatin accessibility at AP-1 target genes in human PT cell subsets with corresponding gene expression indicated by dot plots (right). Bottom tracks: JUN binding assessed by CUT&RUN in TNF-treated RPTECs (Fig. 6f). ATAC peaks that correlate with gene expression are linked to the TSS (yellow line). **i** Violin plot of *BCL2* expression in human PT subsets (log scale). **j** Experimental schema: Mice underwent unilateral ureteral obstruction (UUO), which was reversed after 7 days followed by 14 daily gavages of BCL2 inhibitor ABT-263 or vehicle^38^. **k** Heatmap of scaled gene expression in renal cortex from mice undergoing sham surgery, at 7 days post reversal of ureteric obstruction (R-UUO, d14) or after R-UUO and then treatment with ABT-263 or vehicle. **l** Inflammatory PT cells as a proportion of total PT cells derived from deconvolution of bulk RNA-seq of renal cortex from animals undergoing sham surgery (*n* = 4), 7 days after reversal of UUO (d14 R-UUO, *n* = 4), or 35 days after reversal of UUO with administration of ABT (*n* = 3) or vehicle (*n* = 5). For all data, values are means ± SEM, with analyses performed using Wilcoxon rank-sum test.

### Senolytic therapies promote depletion of the inflammatory tubular cell phenotype

We had previously identified that inflammatory PT cells persisted despite cessation of injury and up-regulated *CKDN1A* and senescence-associated genes, suggesting that they had adopted a senescent phenotype (Fig. 2c, Supplementary Fig. S11). JUN bound to AP-1 sites in the *CKDN1A* promoter in inflamed RPTECs (Fig. 7g) and AP-1 inhibition reduced *Ckdn1a* expression (Fig. 8e), suggesting that AP-1 may promote transition to this senescent phenotype. However, we also wanted to assess whether depletion of cells that had already become senescent was associated with a reduction in the inflammatory tubular cell phenotype. We determined that expression of the anti-apoptotic gene *BCL2* was increased in inflammatory tubular cells, which may render them resistant to apoptosis and enable them to persist despite cessation of injury (Fig. 8i). Hence, we assessed whether depletion of senescent cells using the BCL2/w/xL inhibitor ABT-263, a senolytic compound known to promote renal repair^37,38^, also reduced expression of genes consistent with an inflammatory tubular cell phenotype (Fig. 8j). In the reversible ureteric obstruction model, archetypal inflammatory tubular cell genes (Fig. 2c) were up-regulated in the renal cortex one week following reversal of obstruction (Fig. 8k). In mice that received vehicle, these genes remained up-regulated 5 weeks following reversal of obstruction, indicating persistence of the inflammatory tubular phenotype, whereas administration of ABT-263 markedly reduced their expression (Fig. 8k) and inhibited development of renal fibrosis^38^. Furthermore, ABT-263 reduced the proportion of inflammatory PT cells as inferred from deconvolution of bulk RNA-seq data (Fig. 8l). Hence, senolytic therapies may represent an alternative approach to deplete inflammatory tubular cells that have developed following kidney injury.

## Discussion

Our multiomic dataset highlights that in response to injury, PT cells adopt a spectrum of cell states. These range from a reversible, early injury phenotype characterised by expression of *HAVCR1* and *VCAM1* and broadly analogous to ‘adaptive’ tubular cells identified in the KPMP cell atlas, to a small subset of persisting cells, which additionally express *ICAM1* and pro-inflammatory, pro-fibrotic genes consistent with a role in driving interstitial fibrosis. Similar inflammatory tubular epithelial phenotypes were observed in other regions of the nephron, in particular the Loop of Henle.

We apply high-plex spatial molecular imaging using the CosMx platform to human kidney disease, leveraging the single cell resolution to determine that it is specifically the *ICAM1*^+^ inflammatory PT cells that localize to the fibrotic niche. Their tight association with the fibrotic niche as well as their deleterious transcriptome suggests an active role in immune cell recruitment and fibroblast activation and indeed, their abundance correlates with the severity of fibrosis. Conversely, injured *VCAM1*^+^ PT cells that did not co-express *ICAM1* lacked expression of chemokines and pro-fibrotic factors and were not strongly associated with the fibrotic niche, suggesting that they may represent an intermediate, potentially reversible injury phenotype. Our ligand-receptor analysis identified multiple signalling pathways by which the inflammatory PT cells mediate leucocyte chemotaxis and fibroblast-to-myofibroblast activation and our spatial analysis confirmed that the ligands and receptors are in close proximity to enable effective signalling. Inhibition of several of these ligand-receptor pairs ameliorates murine kidney disease^13,24,27,39,40^ and our data suggest that they offer additional therapeutic opportunities in human disease. While our study and that of the KPMP focused on diseases not typically considered to be immune-mediated, such as obstructive, diabetic and hypertensive nephropathy, the presence of ICAM1^+^ tubular cells in glomerulonephritis^41^ and lupus nephritis^42^, suggests that it may represent a common mechanism driving tubulointerstitial fibrosis regardless of aetiology. Further studies using standardized methodologies across a wide spectrum of kidney diseases and stages of disease progression will be required to identify disease- and stage-specific pathogenic cell phenotypes to enable targeted therapies. In particular, biopsies from early disease may be helpful in determining the sequence of events that initiate development of the fibrotic niche; for example, whether acquisition of the inflammatory phenotype following tubular injury initiates leucocyte recruitment or is secondary to cytokines derived from infiltrating leucocytes.

The inflammatory PT cells are broadly analogous to *Vcam1*^+^ ‘failed repair’ cells previously observed following ischaemic renal injury in mice^12,13^. While *Vcam1* is specific to failed repair PT cells in mice, we have found that in human disease *VCAM1* expression is common to both injured and inflammatory PT cells, while *ICAM1* specifically labels the inflammatory PT cells (Supplementary Fig. S22). We developed an antibody panel that could readily be utilized to quantify the burden of VCAM1^+^ICAM1^+^ inflammatory PT cells in kidney biopsy tissue, facilitating identification of patients who may benefit from targeted therapies such as AP-1 inhibition or senolytics. Furthermore, ICAM1 may contribute to disease pathogenesis by propagating the inflammatory response as it localizes to the luminal membrane of inflammatory PT cells and enables tethering myeloid cells present in the urine. Indeed, expression of ICAM1 in the proximal tubules has been associated with progression to chronic and end-stage kidney disease in patients with lupus nephritis^42^ and serum ICAM-1 levels predict CKD and decline of kidney function in the general population^43^.

We leveraged the simultaneous single-cell and ATAC-sequencing datasets to characterise the key transcription factors that promote tubular cell integrity and identified AP-1 as a key mediator of transition to the inflammatory state. While AP-1 inhibition has previously been shown to prevent endotoxin-injured kidney injury in pre-clinical models^44^, our data suggests that it may have a wider role in preventing transition from AKI to chronic inflammation and fibrosis. AP-1 has also been implicated as a key regulator of cellular senescence, with inflammatory PT cells being enriched with senescence-associated transcripts. Depletion of senescent cells after kidney injury reduced expression of the inflammatory tubular cell signature, suggesting that senolytic therapies may be an alternative treatment for patients where the inflammatory tubular phenotype is well established and irreversible, which is important as many patients present with advanced CKD.

In summary, we have generated a comprehensive multiomic atlas of the cellular heterogeneity in human kidney disease and identified druggable signalling pathways by which an ICAM1^+^ inflammatory tubular cell subset may mediate tubulointerstitial inflammation and fibrosis. Furthermore, we confirmed that inhibition of AP-1 activity and senolytic therapies reduce progression of inflammation and fibrosis following experimental AKI and warrant further research as a treatment to prevent AKI to CKD transition and progression of CKD in patients with kidney disease.

## Methods

### Ethics

Our studies comply with all relevant ethical regulations for human and animal research. Patients provided written informed consent for use of their surplus tissue for our research purposes. The study was approved by the steering committee of the National Research Scotland Lothian Bioresource, REC 20/ES/0061, following separate applications for use of nephrectomy (SR1651) and biopsy (SR1887) specimens.

All animal procedures had prior approval of the Animal Ethics Committee, University of Edinburgh and were conducted in accordance with the United Kingdom Animals Scientific Procedures Act 1986 and the ARRIVE guidelines.

### Patient recruitment

For samples used in the multiome analysis and CosMx 6k panel analysis, patients undergoing radical nephro-ureterectomy or radical nephrectomy at the Western General Hospital, Edinburgh were recruited by the consultant urologist performing the procedure. We recruited patients with renal cell carcinoma (*n* = 6) or oncocytoma (*n* = 1) and normal renal function (eGFR >75 ml/min/1.73 m^2^) as controls and in addition we recruited patients with transitional cell carcinoma of the ureter (*n* = 5) leading to ureteric obstruction as determined by the presence of hydronephrosis on CT imaging.

For samples used in the CosMx 1K-panel analysis, we utilised surplus formalin-fixed, paraffin-embedded tissue from kidney biopsies from patients with IgA nephropathy (*n* = 6) or minimal change disease (*n* = 3) that were performed for clinical purposes. In addition, we employed wedge biopsies from nephrectomy specimens removed due to advanced pyelonephritis (*n* = 4).

Renal function at the time of nephrectomy or biopsy and during follow-up was estimated from serum creatinine results provided by the clinical lab by applying the CKD-EPI equation without correction for race^45^. Urinary protein:creatinine results were provided by the clinical lab.

### Animal experiment

24 male C57BL/6JCrl mice, aged 6–8 weeks were purchased from Charles River Laboratories and housed in a pathogen-free environment at the University of Edinburgh animal facility at 50% humidity and 22–26 °C with 12 h light: dark cycles starting at 07:00 local time.

IRI surgery was performed as previously described^46^. Briefly, a posterior flank incision was made and the left renal pedicle identified and clipped using an atraumatic clamp for 15 min. During the ischemic period, body temperature was maintained at 37 °C using a heating blanket with homeostatic control (Harvard Apparatus) via a rectal temperature probe. The clamp was then removed, the peritoneum closed with 5/0 suture, and the skin closed with clips. In sham surgery, the mice underwent flank incision, however the renal pedicle was not clamped.

T5224 was reconstituted in dimethyl sulfoxide (DMSO) and diluted 1:20 in sunflower oil. 3 days post-IRI mice in the respective group were given 10 mg/kg T5224 (APExBIO, B4664) by gavage daily for 12 days. Animals were maintained for 15 days post-IRI before tissue harvest. IRI or respective control kidneys were weighed, and one third was fixed for 24 h in 10% neutral buffered formalin with the remainder snap-frozen in dry ice.

All mice were operated upon before assignment to T5224 or vehicle on a whole cage basis (rotating cages for each mouse, with the operator unaware of subsequent therapy) with 8 mice in each treatment group. The experiment was powered to detect a 20% reduction in fibrosis between the groups. In all subsequent analyses, the investigators were blinded to the treatment group to which each animal was assigned.

### Histology

After fixation and paraffin embedding, human and mouse tissues were sectioned at 4 μm depth from FFPE embedded tissue blocks and adhered to Superfrost Plus slides (VWR, 631-0108). Sections were deparaffinized two times 5 min in xylene and rehydrated in 100%, 90% and 70% ethanol for 2 min each and placed in distilled water. PSR staining was performed using the Picro Sirius Red Stain Kit (Abcam, ab150681) following manufacturer guidelines. After rehydration of tissue sections, the tissue was covered picro sirius red solution for 60 min. Slides were rinsed in acetic acid solution and dehydrated in absolute ethanol before mounting. For macrophage quantification, murine kidney sections were incubated with the avidin/biotin blocking kit (Vector Laboratories, SP2001) and blocked with serum-free protein block (Dako, X0909) before incubation overnight at 4 °C with IBA1 antibody (Invitrogen, PA5-27436) diluted 1:250 in antibody diluent (Dako UK Ltd, S202230). After washing, the sections were incubated with polyclonal goat anti-rabbit biotinylated secondary antibody (DAKO, E0432, 1:300 dilution) for 30 min at room temperature. Vectastain RTU ABC Reagent (Vector Laboratories, PK7100) was then applied, followed by incubation with the DAB+ Substrate Chromogen System (Dako, K3468), and then counterstaining with hematoxylin before dehydration and mounting with Pertex mounting medium (Histolab Products AB, 3808707E).

### Immunofluorescence

For immunofluroesence, 4 mm FFPE sections were rehydrated as above and then underwent antigen retrieval by microwaving (20 min, 60% microwave power) in Tris-EDTA buffer containing 1.21 g Tris Base (Sigma, T6066) and 0.37 g EDTA (VWR, 20302) in 1000 ml distilled water. Sections were blocked using BLOXALL Endogenous Blocking Solution (Vector Laboratories, SP-6000-100) for 10 min at room temperature and Protein Block (Agilent, X090930-2). Antigens were then detected using Opal fluorophores (NEL861001KT, Akoya Biosciences). For this the primary antibody was incubated for 1 h at room temperature with the antibodies and opal dye combinations as provided in Supplementary Data 23. Next, a HRP-labelled secondary antibody (anti-rabbit HRP or dual anti-mouse and anti-rabbit HRP, Akoya Biosciences or ImmPRESS HRP Horse Anti-Goat IgG Polymer Detection Kit (MP-7405, Vector Laboratories) was incubated for 10 min at room temperature. Lastly, stains were developed by adding the designated Opal fluorophores, diluted 1:100 in Manual Amplification Diluent (FP1498, Akoya Biosciences) for 10 min at room temperature. Subsequently, antigen retrieval was repeated to remove bound antibodies. This procedure was repeated for each antibody until each fluorophore was developed. Last, slides were counterstained with 10X Spectral DAPI (FP1490, Akoya Biosciences) diluted in PBS for 5 min at room temperature before mounting of coverslips.

### Image analysis

PSR stained sections were scanned with a Zeiss AxioScan Z1 slide scanner (Carl Zeiss). Images of human kidneys were reviewed by a consultant pathologist who confirmed the absence of tumour infiltration and provided a semi-quantitative assessment of glomerulosclerosis and tubulointerstitial inflammation and fibrosis. For mouse tissue, PSR staining of renal cortex was quantified in QuPath (v0.4.2). A threshold classifier was used to calculate cortex area with intensities above the thresholds denoting collagen fibres and this was assessed as a percentage of total tissue area. The percentage of total renal cortex that stained with IBA1 was quantified using a minimum threshold for positive staining on ImageJ analysis using a minimum of 5 ×20-magnification images of renal cortex.

For immunofluorescence, slides were imaged using the Vectra Polaris Imaging System (Akoya Biosciences) at ×20 magnification following manufacturer instructions. Spectral unmixing of fluorescence images was performed using the inForm software (v2.7.0, Akoya Biosciences) with default settings.

For analysis of mouse HAVCR1/VCAM1 dual staining the images were loaded into QuPath (v0.5.0). Initially, cortical regions were segmented using polygon annotations. Next, cell segmentation as performed using QuPath’s ‘Cell detection’ function with default settings. To quantify the abundance of HAVCR1^+^/VCAM1^+^ cells a Random trees classifier was used to categorise cells into HAVCR1^+^/VCAM1^-^, HAVCR1^-^/VCAM^+^, HAVCR1^+^/VCAM1^+^ and HAVCR1^-^/VCAM1^-^ classes based on fluorescence intensities. To achieve this, QuPath’s ‘Train object classifier’ function was used on a set of training images derived from the dataset. The classifier was trained to recognise the respective classes, verified by manual inspection of results. Results of cell counts in cortical regions of each sample were exported and compared using the Student’s *t*-test.

To analyse 5-plex immunostaining of human kidney tissue sections, the scanned images were loaded in QuPath (v0.5.0). Initially, images were segmented based on the intensity of PanCK, FAP or CD68 stains. Tubules were segmented using a threshold classifier based on PanCK intensity (non-default settings: resolution = full; threshold = 35, smooth = 0.5, minimum object size = 80 µm^2^, minimum hole size > 1000 µm^2^). Where automatic segmentation polygons failed to recapitulate the true tubular structure, polygons were manually adjusted with the goal of obtaining closed polygons for each tubule. FAP^+^ (non-default settings: resolution = high; threshold = 2.5, smooth = 1, minimum object size = 10 µm^2^) and CD68^+^ (non-default settings: resolution = full; threshold = 2, smooth = 0, minimum object size = 4 µm^2^) segmentation objects were obtained in the same way but were not manually adjusted. Subsequently, features were generated for each annotation, measuring mean fluorescence intensity of in all channels.

Polygons and associated measurement were exported to R and fluorescence measurements were log2 + 1 transformed. Tubule segmentations were pruned to remove tubules with abnormally high CD68 or FAP intensities (mean CD68 > 0.6 or mean FAP > 1.8). VCAM1^+^ tubules were identified as tubules with mean VCAM1 intensity > 2 (and mean PanCK > 4.8, < 7). VCAM1^+^/ICAM1^+^ tubules were defined as VCAM1^+^ tubules with a mean ICAM1 intensity > 0.6. To compute a UMAP embedding for all segmentation objects principal components were computed based on mean intensity measurements using the prcomp function (with centre = T) and the UMAP was computed using the umap R package (v0.2.10.0) with default settings. Lastly, to compute the area coverage by FAP^+^ and CD68^+^ objects in proximity to tubules a buffer area expanding 25 µm from tubule segmentation boundaries was created. This buffer area was intersected with FAP^+^ and CD68^+^ polygons and the percentage of buffer area covered by FAP^+^ and CD68^+^ objects was computed. The percentage values were grouped using the previous described tubule classes and compared using a Wilcoxon rank-sum test with datapoints representing individual tubule segmentations.

### qPCR

Total RNA was extracted from kidney tissue using the miRNeasy Mini kit (Qiagen, 217004), following the kit instructions. cDNA for quantitative PCR was synthesised from the extracted RNA using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, 4368814). Quantitative PCR was performed using TaqMan Universal Master Mix II (Applied Biosystems, 4440040) and TaqMan Gene Expression Assay-specific primers (Supplementary Data 24) and normalised to Peptidylprolyl isomerase A (*Ppia*) expression.

### DNA extraction and genotyping

DNA was extracted from approximately 25 mg of nephrectomy tissue using the DNeasy Blood & Tissue Kit (Qiagen, 69504) according to the manufacturer instructions. Briefly, tissue was cut into small pieces and incubated with proteinase K for 3 hours at 56 °C. Genomic DNA was purified using a DNeasy Mini spin column, washed and eluted with TE buffer. 200 ng of genomic DNA per sample was used to genotype samples using an Infinium Global Screening Array (Illumina, 20030770) according to manufacturer instructions. Raw genotyping data was converted to variant call format (VCF) using GenomeStudio (Illumina, v2.0.3).

### Single-nucleus multiome RNA and ATAC sequencing

#### Nuclei isolation, library preparation and sequencing

For single-nuclei multiome studies wedge biopsies were taken immediately after nephrectomy from the pole opposite the tumour in those with intra-renal tumours and samples snap-frozen in dry ice and a separate piece was fixed for 24 h in 10% neutral buffered formalin before paraffin embedding for histological analysis. Nuclei were isolated from snap-frozen nephrectomy samples using an adapted 10x Genomics Demonstrated protocol (CG000375, Nuclei Isolation from Complex Tissues for Single Cell Multiome ATAC + Gene Expression Sequencing). Using a scalpel, the tissue was cut into approximately 25 mg of rice-grain sized pieces while avoiding thawing and all further steps were performed at 4 °C. Initially, 150 μl lysis buffer containing 10 mM Tris-HCl (Sigma-Aldrich, T2194), 10 mM NaCl (Sigma-Aldrich, 59222 C), 3 mM MgCl_2_ (Sigma-Aldrich, M1028), 0.05% NP40 Substitute (Sigma-Aldrich, 74385), 1 mM DTT (Sigma-Aldrich, 646563) and 1 U/μl Protector RNase inhibitor (Sigma-Aldrich, 3335402001) in Nuclease-free Water (Invitrogen, 10429224) was added and tissue was homogenised using a sterile pestle (Fisher Scientific, 12-141-368). Once homogenised another 850 μl lysis buffer was added, and tubes were placed on ice for 5 min. The suspension was strained using a 40 μl filter (Cambridge Bioscience, 43-10040-60), centrifuged (500 × *g*, 5 min, 4 °C) and 1 ml 2% BSA (Miltenyi Biotec,130-091-376) in phosphate-buffered saline (PBS) (ThermoFisher, 10010023) was added without disrupting the pellet. After 5 minutes nuclei were resuspended, centrifuged (500 × *g*, 5 min, 4 °C) and finally resuspended in 300 μl of 2% BSA in PBS.

Nuclei were stained with 10 μl of 7-AAD viability staining solution (Thermo Fisher Scientific, 00-6993-50) and sorted on a BD FACSAria fusion (Becton Dickinson) cell sorter fitted with a 100 ml nozzle into a tube prepared with 200 μl of 10% BSA in PBS supplemented with 50 µl RNase inhibitor for a post-sorting volume of 2 ml. Between 3 and 5 samples from individual donors were pooled at pre-defined proportions based on counts of 7-AAD+ nuclei (Supplementary Fig. S2b) and a total of 500,000 nuclei were sorted per pool (Supplementary Fig. S2a).

Sorted nuclei were centrifuged (500 × *g*, 5 min, 4 °C) and resuspended in 100 μl lysis buffer with 0.01% NP40 Substitute, 0.01% Tween-20 (Bio-Rad, 1662404), 0.001% Digitonin (Thermo Fisher Scientific, BN2006) and 2% BSA. After 2 min wash buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 2% BSA, 1 mM DTT, 1 U/μl RNase inhibitor, 0.1% Tween-20) was added and nuclei were centrifuged (500 × *g*, 5 min, 4 °C) and resuspended in 20 μl diluted nuclei buffer (20X Nuclei Buffer, 1 mM DTT, 1 U/μl RNase inhibitor in nuclease-free water).

Nuclei suspensions were counted using a LUNA-FX7 cell counter (Logos Biosystems) and processed immediately using the Chromium Next GEM Single Cell Multiome ATAC + Gene Expression kit (v1.0, 10x Genomics) according to manufacturer protocol (CG000338, User Guide Chromium Next GEM Single Cell Multiome ATAC + Gene Expression). Briefly, per library between 20,000 and 40,000 nuclei were input into the transposition reaction before partitioning into gel beads. After reverse transcription and pre-amplification, aliquots of the pooled transposed DNA and cDNA were used to generate separate ATAC and GEX libraries.

After quantification GEX and ATAC libraries were pooled at molarity ratio of 40:60 respectively and sequenced using an Illumina NovaSeq6000 flow cell (with the read lengths R1:151 bp I1:10 bp I2:24 bp R2:151 bp) for a target yield of approximately 50,000 reads/cell and 75,000 reads/cell for gene expression and ATAC libraries respectively. In total 6 libraries comprising a total of 7 individual control and 5 UUO individual samples were prepared and analysed.

### Sequencing data processing and donor demultiplexing

BCL files from Illumina sequencing runs were demultiplexed for GEX and ATAC samples using cellranger-arc mkfastq (v2.0.2, 10x Genomics). The base mask Y28n*,I10n*,I10n*,Y151 and --filter-dual-index or Y100n*,I8n*,Y24,Y100n* and --filter-single-index was used to generate GEX or ATAC FASTQ files respectively. Reads were aligned to the precomputed GRCh38 (hg38) reference genome provided by 10x Genomics, and quantification as well as joint cell calling was performed using cellranger-arc count (v2.0.2).

Due to donor pooling, each library included cell barcodes from multiple different samples. To allocate barcodes to their original donor the cellsnp-lite (v1.2.2)^47^ and vireo (v0.2.3)^48^ packages were used. Barcodes passing cellranger-arc filters were genotyped independently for GEX and ATAC libraries by searching for SNPs present in sequencing reads using cellsnp-lite with the options --minMAF 0.1 (and --UMItag None for ATAC files) using a reference SNP list of 7.4 million SNPs from the 1000 Genomes Project, filtering for a minor allele frequency > 5% (provided by cellsnp-lite). To infer the original donor of each nuclei barcode using genetic variants that segregate between samples, a Bayesian model implemented by vireo was used (with option –N equal to the number of donors in the library). As donors were predicted independently for GEX and ATAC libraries, conflicts in donor assignments arising in a minority of nuclei barcodes were resolved using the following logic: i) barcodes assigned as doublet in either modality or unassigned in both modalities were removed (18.36% of total); ii) barcodes which were unassigned in one modality but not the other were assigned to the donor predicted by the successful modality (1.55% of total); iii) barcodes with conflicting donor assignments were removed (98.68% matching, 1.32% conflicting; % of remaining after previous filters) (Supplementary Fig. S2h).

To link predicted donors with physical samples two parallel approaches were used. Firstly, using the original tissue, genomic DNA was extracted and genotyped using an Illumina an Infinium Global Screening Array as described above. VCF files containing the predicted genotype of each donor-library combination were loaded in R (v4.3.1) and subset to SNPs commonly detected in all libraries. To intersect the predicted genotypes with the SNP array, both sets of SNPs were further reduced to a common set and a mean distance matrix was calculated based on the Hamming distance at each genomic location (with 0 being a homozygous reference allele, 2 a homozygous alternative allele and 1 being a heterozygous allele) (Supplementary Fig. S2k). Secondly, a subset of samples was pooled in multiple libraries creating a distinctive pooling pattern which can be used to identify each sample (i.e. the same sample pooled in two different libraries is expected to have the same genotype, as predicted by vireo) (Supplementary Fig. S2i). VCF files were processed as previously and the mean Hamming distance between each donor-library pair was calculated, showing a lower distance between identical samples used in multiple libraries (Supplementary Fig. S2j).

### Joint dimensionality reduction, clustering and cell annotation

While SNP-based donor demultiplexing allows identification of doublets with distinct genotypes, doublets of nuclei from the same donor remain undetected. Therefore, we used an iterative approach to identify undetected doublets, initially retaining SNP doublets to aid identification. Seurat (v4.4.0)^49^ and Signac (v1.11.0)^50^ were used to load GEX data using Read10X_h5() and a Seurat object was created using the CreateSeuratObject function without filters. The data was normalised using SCTransform with options vst.flavor = “v2” and principal components were computed using RunPCA with npcs = 100. Different dimensionality reduction and clustering setting were used to compute different representations of the data with RunUMAP, FindNeighbors (with dims between 1 and 80) and FindClusters (resolution between 0.5 and 4). At each iteration presumed doublet subclusters were marked based on the criteria: i) enrichment of doublets identified based on SNP demultiplexing (presence of SNPs from different genetic backgrounds); ii) increased number of unique molecular identifiers (UMIs) or unique genes per barcode; iii) co-expression of multiple markers from distinct cell lineages (e.g. *PTPRC*, *FLT1*, *MME*, *SLC12A1*). Inversely, all barcodes labelled as doublet were separately clustered and previously misclassified doublets were retained.

After initial doublet identification, the full GEX and ATAC datasets were loaded, and doublets or barcodes not assigned to a donor were removed. Further, any gene expressed by less than 20 nuclei barcodes was removed. Additionally, barcodes with i) unique molecular identifiers (UMIs) < 300 or > 12,000; ii) unique genes > 4000; iii) mitochondrial gene content > 10%; iv) number of ATAC fragments < 700 or > 100,000; v) number of unique peaks < 300 or > 40,000; vi) a nucleosomal signal score (calculated with NuceosomeSignal) < 2; vii) a TSS enrichment score (calculated with TSSEnrichment) < 2 were removed (Supplementary Figs. S2d-g and S3a, d).

Next, dimensionality reductions were independently computed based on GEX and ATAC datasets. In both cases datasets were split by the donor sex using SplitObject. Data was normalised using SCTransform with option vst.flavor = “v2” as previously and integration anchors were computed using FindIntegrationAnchors with the top 3000 shared variable features. The data was integrated using IntegrateData with dims = 1:80 and the UMAP embedding was computed with dims = 1:80. Similarly, the ATAC data was processed using FindTopFeatures, RunTFIDF, RunSVD with *n* = 100 before splitting by donor sex, computing anchors using all peaks, and integrating data with IntegrateData with dims = 1:80 and RunUMAP with dims = 2:80). Finally, the Seurat weighted nearest neighbour (WNN) analysis was used to compute a joint dimensionality reduction using FindMultiModalNeighbors with options dims.list = list(1:100, 2:100) and k.nn = 60) in the PCA and LSI embeddings of the GEX and ATAC datasets respectively. The joint UMAP was computed using the WNN graph with RunUMAP option nn.name = “weighted.nn” and barcodes were clustered using FindClusters with options resolution = 4 and graph.name = “wsnn”.

In order to refine the peak set and detect peaks present in small cell populations clusters were tentatively annotated (pending the final annotations) and the Signac CallPeaks wrapper function for MACS2 (v2.2.7.1)^51^ was used to call cluster specific peaks. Peak sets for each cluster were further merged and pruned by removed peaks in scaffold and blacklisted regions. Finally, a peak by nuclei barcode count matrix was generated using the FeatureMatrix function with the new peaks regions as features. Following this, ATAC and WNN dimensionality reductions were recomputed as before, and barcodes were re-clustered (Supplementary Fig. S3b). To determine final cluster annotations barcodes were first broadly clustered using the FindClusters function with lower resolution settings. Broad cluster (level 1 annotations) were further iteratively subclustered by re-computing dimensionality reductions and sub-clusters within a larger cluster. Marker genes for each cluster were determined using the FindMarkers function and remaining subclusters co-expressing signatures of distinct cell types were removed as doublets. Each subcluster was manually annotated (level 2 annotations) according to gene markers determined by prior human kidney atlases^4^ (Supplementary Fig. S6, Supplementary Data 4). We defined injured epithelial clusters based on a proportional enrichment in UUO samples compared to control samples as well increased expression of generic injury genes such as *PROM*, *DCDC2*, *SPP1*, *ITGB6*, *ITGB8* (Fig.1c–e, Supplementary Data 5, 8). Subclusters of PT and LOH nephron segments were identified as inflammatory cell states based on the expression of injury markers as well expression of chemokines, extracellular matrix remodelling and adhesion factors and markers of cell cycle arrest (Fig. 2c). Individual chemokines were identified in other injured nephron segments, however they lacked a consistent signature of multiple inflammatory markers and sufficient separation from injured counterparts (Supplementary Fig. S12). Agreement between GEX and chromatin profile of markers genes was assessed using the CoveragePlot function in genomic loci of marker genes determined by GEX (Supplementary Figs. S4, S5).

All further basic graphs showing gene expression, chromatin state, and meta data features were generated using Seurat and Signac functions DimPlot, FeaturePlot, DotPlot, VlnPlot and CoveragePlot.

### Integration with KPMP snCv3 dataset

The full (as of September 2023) The Kidney Precision Medicine Project (KPMP) snRNA-seq dataset along with associated clinical data were downloaded from the KPMP website (https://atlas.kpmp.org). Integration of the snCv3 dataset data was performed using Seurat with the multiome dataset as reference. Transfer anchors were computed with FindTransferAnchors using dims = 1:50 with the multiome pre-computed GEX principal components as reference. Subsequently, the snCv3 data along with prediction of respective multiome level 1 and level 2 cell annotations were projected on the WNN UMAP reduction using the MapQuery function (Supplementary Figs. S6a, 9). Agreement of original snCv3 annotations multiome annotations were assessed using sankeyNetwork graphs implemented by the networkD3 package (v0.4) (Supplementary Fig. S9b).

### Differential abundance analysis

Abundance of different cell types in samples was calculated as proportion of total cells or proportion of total epithelia cells (non-Immune/Endothelial/Interstitial cells) to normalise for shifts in overall composition due to immune cell influx in UUO samples. Comparisons between cell populations in control and UUO samples were performed using a Wilcoxon signed-rank test using the R function wilcox.test with the option alternative = “two.sided” (Figs. 1e and 2b, Supplementary Fig. S12f, i).

### RNA velocity and pseudotime analysis

Count matrices of spliced and unspliced reads were generated from cellranger GEX BAM files for each library using velocyto (v0.17.15)^52^. The gene model from the 10X hg38 reference genome along with a mask for repetitive regions downloaded from the UCSC genome browser were passed to the velocyto run command along with BAM files and a whitelist of nuclei barcodes retained in the final analysis. RNA velocity streams were inferred independently for PT, other epithelial and myeloid cell subclusters using scVelo (v0.2.5)^53^. Velocyto loom files were imported using the scv.read function and UMAP embeddings and cell annotations were imported to the AnnData object. The data was normalised according to the standard workflow and moments across 50 nearest neighbours in the first 50 principal components were computed. Splice kinetics were then modelled using a likelihood based dynamical models and visualised using pl.velocity_embedding_stream (Fig. 2a, Supplementary Fig. S12c, g).

To infer pseudotime orderings for PT and LOH subsets we used the slingshot R (v2.8.0) package^54^. For PT trajectories we considered healthy PT S1–S3 as start points and PT Inflammatory cells as end point. Similarly, for LOH trajectories cTAL1, cTAL2 and mTAL clusters were considered as starting point and LOH Inflammatory as end point, while ignoring Macula Densa cells. The getLineages with relevant start and end clusters was used to construct the minimum spanning tree and getCurves was used to get a smoothed ordering of cells along the pseudotime trajectory. Gene expression and chromatin accessibility dynamics correlated with the inferred pseudotime values were identified using the tradeseq package, using the fitGAM function to fit regression models to counts and pseudotime values. Normalised count values of correlated genes or peaks were then extracted from the Seurat object and smoothed using the smoothing function (with strength = 0.2) from the modelbased R package (v0.8.6.3). Heatmap plots of smoothed dynamics were then visualised using the pheatmap package (v1.0.12) (Figs. 2g and 7b, Supplementary Fig. S12d).

### Gene set analysis

We defined differentially expressed genes between PT Injured/Inflammatory and PT S1-S3 cells using the FindMarkers Seurat function. Up- or downregulated genes with an absolute average log2-fold change > 0.25 and adjusted *p*-value < 0.05 were forwarded for over-representation analysis implemented by the clusterProfiler R package (v4.10.0)^55^. Using the enrichGO function enrichment for GO biological process terms with < 600 genes were tested. To project the most significantly enriched non-redundant GO terms onto the pseudotime trajectory, genes associated with each GO term were extracted and cells were scored using the AddModuleScore_UCell function. A locally estimated scatterplot smoothing curve was fitted to scaled GO scores as implemented by geom_smooth with a span smoothing strength of 0.4 (Fig. 2h).

### Gene regulatory network analysis

We used the SCENIC+ python (v1.0.0) package^56^ for gene regulatory network inference and TF analysis. For this, a custom cistarget database overlapping with ATAC peaks found in the dataset was created by generating a FASTQ file containing peak regions using the bedtools getfasta command. The create_cisTarget_databases.py script was then used with the SCENIC+ motif collection (provided by SCENIC+) to score motif sequences in each ATAC peak.

Next, the Seurat dataset was subsampled to <=1000 cells per level 2 annotation and exported to python (v3.8.0). The remaining SCENIC+ workflow was followed with minor alterations. Briefly, GEX and ATAC were pre-processed with default settings, chromatin topic modelling was performed using pycisTopic, and 70 topics were selected for the dataset. PycisTarget was then used to find motif enrichments in accessible chromatin regions, enhancer to gene relationships and TF to gene relationships were calculated and the gene regulatory network was constructed using SCENIC+ functions.

The derived regulons consisting of TF-CRE-gene links were further pruned by removing regulons with negative CRE to gene correlations and regulons with <15 target genes. In total we detected filtered regulons for 474 unique TF motifs found in 109,147 unique regions linked to 11,567 genes. The filtered regulons were exported to R and cells were independently scored by calculating scores for TF gene targets and CRE targets of each TF using the AddModuleScore_UCell function. A combined TF score for each TF in each cell was calculated as mean of the gene target and CRE target scores. For all further analysis of gene regulatory networks in specific cell types (e.g. PT cells) only genes and CRE expressed or accessible in the given cell type were considered to generate cell-type specific regulons. Genes were considered expressed in the cluster if i) for genes with global expression level below expression by 10% of cells the gene is expressed by at least 2% of cells in a subcluster ii) for genes with a global expression level above 10% it is expressed by an equal or higher proportion of cells than the global expression level iii) it is expressed by more than 20% of cells. Similarly, regions were considered accessible if the same thresholds were met. Other regions and genes were considered not expressed and removed from the analysis. For linkage analysis between TFs and target genes the linkages between TFs, CREs and target genes were derived from SCENIC+ regulons (Figs. 6 and 7, Supplementary Data 22). Overlap between TF target genes was assessed by calculating the Jaccard index between lists of target genes of individual TFs (Fig. 6d). TF score dynamics along pseudotime trajectories were visualised by fitting a locally estimated scatterplot smoothing curve with a smoothing factor of 0.4 using the geom_smooth function (Fig. 6f).

To determine how our predicted HNF4A target genes compared with those determined by experimental validation, we utilised published bulk RNA-seq data from human kidney organoids with and without *HNF4A* knockout^30^. Log-fold changes in *HNF4A* KO versus WT organoids were computed using DESeq2. Genes were ordered by log-fold change with higher values representing greater expression in WT organoids. This gene list was compared with HNF4A target genes (derived from SCENIC+ regulons described above) as well as genes upregulated (LFC > 0.1 and adjusted *p*-value < 0.05) in healthy PT cells (S1-S3) versus injured and inflammatory PT cells from our snRNA-seq analysis using the GSEA function (ClusterProfiler v4.10.0).

### Ligand-receptor analysis

Analysis of ligand-receptor interactions was performed using the CellChat (v2.1.0) package^57^. We asked how different PT subclusters interact with immune cells and fibroblast, therefore the dataset was subset to these cell types. To infer interaction the CellChat workflow was followed with default setting, except adjusting the truncated mean gene filtering to 0.01 in the computeCommunProb function in order to account for low expression levels observed particularly by chemokine genes. For visualisation purposes ligands and receptors overexpressed in injured or inflammatory PT cells were extracted and plotted using the Seurat DotPlot function for the ligands and receptors identified by CellChat. Interactions were manually connected using the CellChat interaction database as reference, while omitting individual receptors with no expression or non-relevant expression patterns due space constrains (Fig. 5a, h, k).

### Re-analysis of mouse sc/snRNA-seq datasets

Count matrices from previously published datasets were downloaded from gene expression omnibus under accession numbers GSE140023^15^ and GSE139107^9^. In both cases the count matrices were loaded in R and cells were subset to clusters identified as PT cells in the original publication. For both datasets Seurat RPCA integration was used to account for batch effects in experimental design. For the R-UUO datasets the data was split by the timepoint of sample collection (Control, UUO2, UUO7, R-UUO) and each subset was independently normalised using SCTransform with the option vst.flavor = “v2” and principal components were computed using RunPCA with npcs = 100. Integration anchors were computed using FindIntegrationAnchors with options reduction = “rpca” and k.anchor = 30 and subsets were integrated using IntegrateData with dims = 1:50. Subsequently the UMAP dimensionality reduction and clusters were computed using RunUMAP, FindNeighbors and FindClusters with the first 50 principal components. Analogously, the IRI data integrated using the replicate information provided in the GEO records.

In both cases cluster markers were computed using the FindAllMarkers function with options min.pct = 0.01 and logfc.threshold = 0.1. Similarly, we found clusters expressing injury markers such as *Havcr1* and *Vcam1* were enriched post-injury. We identified subclusters expressing markers of maladaptive repair^9^, showing similar expression to inflammatory PT cells in human kidneys such as *Ccl2*, *Cxcl1*, *Icam1* and *Tgfb2*. Notably, the expression of *Vcam1* and *Dcdc2a* was more restricted to this cluster and not found in generic injury clusters in both datasets, as opposed to humans where respective *VCAM1* and *DCDC2* genes were more widely expressed (Supplementary Fig. S10d). Due to overall similarities, we followed naming conventions using for the human data. Finally, the proportion of each cell state was calculated as the proportion of total PT cells in each animal model at each timepoint and visualised as time series graph (Fig. 2i).

### CosMx spatial molecular imaging

#### CosMx 6000-plex profiling of UUO and control nephrectomy specimens

A subset of samples used for multiome snRNA/ATAC-seq was used to perform imaging-based spatial transcriptomics using the CosMx SMI platform, with a total of five UUO and two control samples being profiled (Supplementary Data 9). Microscope slides were prepared by cutting 5 μm sections from FFPE embedded tissue blocks and adhered to Superfrost Plus slides (VWR, 631-0108). All sections were positioned in the pre-defined capture area (defined by the CosMx flow cell dimensions). Following section placement sample preparation was performed using the Human RNA 6k Discovery kit (NanoString).

### CosMx 1000-plex profiling of CKD specimens

Nine needle biopsy samples and four nephrectomy samples were profiled using the 1000-plex workflow (Supplementary Data 13). 5 μm sections were cut from blocks and three biopsy or four nephrectomy samples were arranged in the capture area. In total, four slides were profiled using the Human RNA Universal Cell Characterization kit (NanoString).

### Sample processing

Prepared slides were processed according to the manufacturer instruction (either 6000-plex or 1000-plex RNA kit). Briefly, slides were deparaffinized with two 5 min Xylene washes and two 2 min 100% ethanol washes followed by proteinase K (3 μg/ml; Thermo Fisher, AM2546) digestion (40 °C for 30 min) and heat induced epitope retrieval at 100 °C for 15 min in ER1 buffer (Leica, AR9961). After rinsing with nuclease free water, slides were incubated with 1:1000 diluted fiducials (Bangs Laboratory) in 2X SSCT (2X saline sodium citrate, 0.001% Tween 20) for 5 min at room temperature. After PBS washes, slides were fixed with 10% neutral buffered formalin for 5 min at room temperature. After rinsing with Tris-glycine buffer (0.1 M glycine, 0.1 M Tris-base) and a 5 min wash with PBS, samples were blocked using 100 mM N-succinimidyl acetate (Thermo Fisher, 464750250) in NHS-acetate buffer (0.1 M NaP, 0.1% Tween pH 8) for 15 min at room temperature. Samples were rinsed with 2X saline sodium citrate (SSC) for 5 min and covered with an Adhesive SecureSeal Hybridization Chamber (Grace Bio-Labs).

The probe panel^58^ was denatured at 95 °C for 2 min and placing on ice. The ISH probe mix was prepared using 1 nM ISH probes in 1X Buffer R and 0.1 U/μL SUPERaseIn RNase Inhibitor (Thermo Fisher, AM2696). Samples were then incubated with the probe mix at 37 °C overnight. On the next day slides were washed with 50% formamide (VWR) in 2X SSC at 37 °C for 25 min and rinsed twice with 2X SSC for 2 min at room temperature. Before antibody incubation slides were treated with blocking buffer containing DAPI nuclear stain for 15 min. For visualization of cell morphology antibodies against C298/B2M, PanCK, CD45 and CD3 from the CosMx Segmentation and Supplemental Markers Kit were chosen and incubated at room temperature for 1 hours. Finally, after washing with 2X SSC for 2 min at room temperature custom-made slide covers were attached to the sample slide to form a flow cell.

### Image acquisition

RNA readouts were acquired according to previously described protocols^58^. Briefly, the assembled flow cells were loaded onto the SMI instrument and washed with reporter buffer. The flow cell was washed and a median of 12 and total of 140 field of views (FOVs) were defined inside which RNA was detected. The imaging procedure was repeated with 16 reporter pools, with each imaging step repeated 8 times to increase RNA detection sensitivity. Each cycle was initiated by flowing 100 µL of the Reporter Pool into the flow cell and incubating for 15 min followed by flushing with 1 ml of Reporter Wash Buffer. The wash buffer was replaced with imaging buffer and nine Z-stack images (0.8 µm step size) of each FOV were acquired. Each cycle was completed with UV cleavage of fluorophores on the reporter probes and washing using Strip Wash buffer.

Following RNA readouts, staining for DAPI and the four morphology antibodies was acquired by capturing nine Z-stack images after washing with Reporter Washing Buffer.

### Image processing and cell segmentation

Image processing and feature extraction followed the NanoString pipeline previously described^58^ which extracted XYZ locations of individual transcripts. After image registration, feature detection and localisation, the Z-stack images the nuclear and cell membrane markers were used to define cell boundaries using a machine learning algorithm^58^. Cell segmentation boundaries were used to assign transcripts to cells from which a count matrix was generated. Pipeline outputs included a cell by gene matrix, cell segmentation polygons, and cell meta data.

### 6,000-plex dataset processing, cluster identification and dimensionality reduction

Pipeline outputs were imported into Seurat using the LoadNanostring() function. Initial quality control included assessment of the number of transcript and unique genes detected in individual cells and in a spatial context (e.g. lower quality fields of view). As no major spatial effects were observed all cells with >20 transcripts were retained for further analysis. Transcript count data was normalised using SCTransform with option vst.flavor = “v2”.

To determine broad cell type identities a combination of clustering and segmentation was used. Firstly, immunofluorescence images (included in CosMx pipeline output) were loaded in QuPath (v0.5.0) to manually segment glomeruli (based on morphology) using polygon annotations. Cells in the Seurat object falling within glomeruli polygon boundaries were extracted and assessed separately. Dimensionality was reduced using RunPCA with option npcs = 100, samples were integrated using RunHarmony and UMAP coordinates and clusters were computed with 30 principal components using RunUMAP, FindNeighbors and FindClusters respectively. Clusters were annotated based on marker gene expression.

Next, non-PT tubular segments staining positive for pan cytokeratin (PanCK) and immune cell subsets expressing CD45 and/or CD68 on a protein level were identified. For this mean fluorescence intensities per cell (included in CosMx pipeline output) were log-10 transformed and appended to the RNA count matrix. UMAP embeddings and clusters were computed as described above. PanCK positive clusters were extracted and re-clustered and clusters corresponding to loop of Henle, distal convoluted and connecting tubules as well as principal and intercalated cells were identified based on distinct RNA expression and differences in PanCK intensity (highest in collecting duct segments, lowest in loop of Henle). Lastly, any remaining cells mainly consisting of proximal tubules, endothelial and mesenchymal cells were re-clustered with the same parameters.

After broad cell types were annotated finer sub-clusters were defined individually for each broad cluster. Lymphoid and myeloid cell subclusters were defined by projecting cells onto respective clusters in the multiome snRNA/ATAC-seq dataset presented here. For this the RNA modality was subset and a new temporary embedding was computed using RunUMAP with the first 40 principal components. The spatial dataset was projected onto this embedding using FindTransferAnchors dims = 1:40, k.anchor = 20, k.score = 80) and MapQuery. Similarly, interstitial clusters were defined by projecting the spatial dataset onto mesenchymal clusters in the multiome dataset with the same settings. Epithelial injury states were defined by individually sub-clustering each nephron segment. For each segment the UMAP embedding and cluster were computed using RunPCA (npcs = 100), RunHarmony, RunUMAP (30 dimensions), FindNeighbors (30 dimensions) and FindClusters. Injury states were defined in agreement with the clusters identified in the multiome dataset, with sub-clusters expressing injury markers (such as *VCAM1*, *TPM1*, *VIM*, *SPP1*, *ITGB6*, *ITGB8*) defined as injured cells and clusters additionally enriched with inflammatory markers (such as *CCL2*, *CXCL1* and *MMP7*) defined as inflammatory cell states (Supplementary Figs. S7 and 8).

Lastly, a UMAP embedding for the complete spatial dataset was computed by projection onto the multiome dataset. The multiome embedding was computed as RNA-based UMAP using RunUMAP (40 dimensions). Spatial data was projected using FindTransferAnchors (dims = 1:40, k.anchor = 30, k.score = 80) and MapQuery.

### 1,000-plex dataset processing, cluster identification and dimensionality reduction

Data was initially imported into Seurat using the LoadNanostring() function. The number of transcripts and genes per cell were assessed for regional biases (Supplementary Fig. S14a, b) and cells with < 20 transcripts were excluded from quantitative analysis but not from image plots. Batch effects between biopsy and nephrectomy samples were observed and therefore integrated using the harmony (v0.1) package^59^.

For this, each group was independently normalised with SCTransform using vst.flavor = “v2”, and principal components were computed with RunPCA with option npcs = 100. RunHarmony was then used to align principal components and the UMAP projection was computed on adjusted principal components. Cell types were defined in an iterative manner similarly to the multiome dataset by first defining broad clusters resembling distinct cell lineages, followed by sub-clustering individual clusters.

Cell type annotations were guided by marker genes previously identified in the multiome dataset. As the probe panel did not target kidney-specific genes similar clustering resolutions were not possible, however we could resolve broad nephron segment signatures based on distinct marker expression patterns. For example, *EGF* expression characteristic of LOH and DCT tubule cells was observed, but due to lack of additional markers discriminating these two groups robust sub-clusters could not be derived. Therefore, epithelial cells of the nephron were broadly divided into PT, LOH-DCT as well as collecting duct (CD, with resolved PC and IC) segments. Notably, no CNT and ATL/DTL markers were detected, and these are likely grouped together with other segments. Using the previously defined injury and inflammatory markers we next searched for patterns of epithelial cell activation by sub clustering the broader epithelial clusters. We observed expression of injury markers such *VCAM1*, *TPM1*, *VIM*, *SPP1*, *ITGB6* and ITGB8. Further, markers predominantly expressed by inflammatory cells such as *CCL2*, *CXCL1*, *ICAM1* and *MMP7* were co-expressed by subsets of epithelia, confirming expression patterns observed in the multiome dataset (Fig. 4f). Therefore, these cells were annotated following these conventions. We observed expression patterns clearly identifying other non-epithelial cell types such as endothelia, fibroblasts, smooth muscle cells, mesangial cells, myeloid cells as well as T and B lymphocytes. These were further subclustered if discrete populations were observed, e.g. myofibroblasts are distinguished by expression of *COL1A1* and *COL3A1* in addition to shared fibroblast markers (Supplementary Fig. S15). In addition to level 1 and level 2 annotation, for visualisation purposes we derived a further annotation summarizing healthy, injured, and inflammatory epithelia as well as broad non-epithelial cell types (Supplementary Fig. S14d). Visualisations of cell segmentations and transcript locations were generated using Seurat’s ImageDimPlot function. For epithelial cell clusters proportions were calculated as the number of cells relative to the total of that cell type, while for non-epithelial cell proportions were calculated relative to the total number of cells.

### Niche analysis

For both spatial datasets, to define spatial niches a cell x neighbouring cells matrix was constructed by counting neighbouring cell types within a 75 μm radius. To account for differences in cell density, each entry was subsequently divided by the number of observed neighbours. Niches were defined using the Mclust algorithm with an EII model. Initially, 20 clusters were defined and annotated according to the most prominent cell type or anatomical structure in the cluster. Similar clusters were collapsed niches with coherent themes were defined (Figs. 4e and 5b). Enrichment of cell types within niches was assessed by calculating a log2-fold enrichment ratio defined as the quotient between the observed and expected number of cells of cells (proportions of the cell type across the dataset) plus 1. After log-transformation the data was centred on 0 (equivalent to no enrichment) by subtracting 1 (Supplementary Fig. S16c). Correlation between the proportion of cells in the fibrotic niche and eGFR or %fibrosis by PSR staining was assessed using a linear regression slope with Pearson correlation coefficient and associated *p*-value (Supplementary Fig. S16d).

### Cell neighbourhood analysis

We inferred enrichment of a given cell type (ct_query_*)* in proximity to other cell types by first defining a search radius of 25 μm measured from the centroid (of each cell’s boundary polygon) to the centroid of a neighbouring cell. Next, we generated a ct_query_ by ct_neighbour_ count matrix by counting the number of encounters of each level 2 annotations within the search radii of each query cells. Observed counts were then normalised by the absolute number of cells of the respective cell type encountered in the tissue section giving the observed frequency f_obs_.

Simultaneously, we calculated the expected frequency f_exp_ as the proportion a given cell type across the entire tissue sample multiplied by the total number of cells encountered within the search radius (equivalent to random tissue architecture). The enrichment ratio was then defined as the log2-fold ratio between (f_obs_ / f_exp_) + 1 and calculated for each ct_query_ to ct_neighbour_ pair.

To derive a symmetric matrix the log2-fold enrichment ratios of a given ct_query_ to ct_neighbour_ pair were multiplied with each other. For visualisation purposes enrichment values were log2 transformed and centred on 0 by substracting 1 (with > 0 indicating positive enrichment). We calculated the enrichment ratio for each tissue sample individually and used the mean across all samples for visualisation as heatmap (Fig. 3b, Supplementary Fig. S17d). For individual pairs we assessed statistical significance of enrichments across samples using a paired two-sample Student’s *t* test (Figs. 3c and 4h).

### Transcript spatial enrichment

In order to assess transcript enrichment in proximity of a given cell type we defined search radii up to a distance of 50 µm in 1 µm steps from the cell centroid. For a given cell type the number of detected transcripts of a given species in each interval were then counted and normalised by the area of the circle segment and the number cells in the area. Normalised transcript counts were averaged over all tissue sections and plotted as log2 + 1-fold enrichment over a sample of 10,000 random cells (independent of cell type) (Figs. 3d and 4g, Supplementary Fig. S17e).

### Spatial density maps

Density maps were used to visualise the spatial distribution of cell types or individual transcripts. In both cases co-ordinates were extracted from the seurat object and plotted in 2D space. 2D kernel density estimation was used to construct density maps using the kde2d function (MASS, R package) and visualised as contour bands. For cell type density maps a bandwidth of 0.1 and for transcript a bandwidth of 0.8 was chosen.

### Cell type composition of transcript origins

To compute the cell type origins of individual transcripts within the fibrotic niche the spatial dataset was subset to only include cells located within the fibrotic niche. Next, the sum of transcripts counts was computed for each cell types. To account for noise (randomly distributed false transcript detections) observed within the CosMx assay, 0.09 was subtracted from the transcript sum for each cell. Finally, the adjusted sum of transcript per cell type was represented as proportions to the total adjusted counts of the transcripts within the fibrotic niche.

### Cell culture

Primary renal proximal tubule epithelial cells (RPTEC/TERT1, ATCC CRL-4031) were cultured at 37 °C in a 5% CO2 incubator using custom medium containing 25 ng/ml hydrocortisone (Merck, H0888), 3.5 μg/ml ascorbic acid (Sigma-Aldrich, A4403), 1% insulin-transferrin-selenium-ethanolamine (ITS-X) (Thermo-Fisher Scientific, 51500056), 6 pM Triiodo-L-Thyronine (Merck, T6397), 25 ng/ml Prostaglandin E1 (Merck, P8908), 0.8% v/v of 0.28 g/ml N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid (HEPES, Sigma-Aldrich, H4034) dissolved in 1 M sodium hydroxide, 10 ng/ml recombinant human Epidermal Growth Factor (Promega, G5021) and 0.1 mg/ml geneticin (Gibco, 10131027) in Dulbecco’s Modified Eagle Medium (GIBCO, 31331093). All experiments were performed with cells between passage 3 and 6.

For irradiation experiments, cells were plated in 6 well plates (200,000 cells in 2 ml media) then administered 10 Gy of irradiation 3 days later using a Caesium-137 gamma irradiator (CIS Bio International Gamma Irradiator type IBL 637). Control cells were ‘mock’ irradiated (taken to irradiator but not exposed to irradiation). Media was changed immediately following (+/−mock) irradiation and again 3 days later. SA-β-GAL staining (Cell Signalling Technology) was performed as per the manufacturer’s instructions and imaged on the EVOS FL Auto 2 microscope. Images were analysed in in Image J (version 8). Separate macros were run for total cell counting and SA-β-GAL positive cell counting.

Samples were collected for RNA analysis 7 days after irradiation using 1 ml of TRIzol (Invitrogen, 15596026). The suspension was stored at –80 °C until RNA extraction. RNA was extracted using the RNeasy Plus micro kit (Qiagen) and included the optional DNase step. The RNA was eluted in 14 μl RNase-free water and concentration estimated using a Nanodrop One (Thermo- Fisher Scientific). RNA quality was assessed using the RNA 6000 Pico Kit (Agilent, 5067-1513) for RNA integrity numbers (RIN) > 7. Extracted RNA was sent to Genewiz where Poly-A enriched libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following manufacturer’s instructions (New England Biolabs, E7760).

For CUT&RUN experiments were plated at 0.8 ×10^6^ cells/well into 6-well plates. The next day cells were treated with recombinant human TNF (20 ng/ml, Bio-Techne, 210-TA-020). After 24 h cells were detached using 0.05% Trypsin and 0.02% EDTA in PBS for 8 min and resuspended in culture medium before nuclei isolation.

### Bulk RNA-seq analysis

RNA-seq libraries from RPTEC irradiation experiments were sequenced on an NovaSeq 6000 platform (Illumina) with a mean output of 159 million 150 bp paired-end reads per sample. After sample demultiplexing, adapter sequences were trimmed from FASTQ files using Trim-Galore (Cutadapt v2.8). Reads were aligned the GRCh38 (hg38) reference genome (GENCODE primary assembly) with a mean alignment rate of 84.3% using STAR (v2.7.9a)^60^ with the option --quantMode GeneCounts. Gene counts were imported to R and analysed using DESeq2 (v3.18)^61^. 

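The count table of the RPTEC irradiation experiment lists 61587 gene identifiers, of which 44263 had at least 1 count in the 10 samples together and 19006 reached 200. A total of 2803 genes had at least 100 counts but stayed under that number. Among the injury and inflammatory genes of Fig. 2c, CCL20 (52 counts over all samples), TNFSF14 (42 counts) and IL34 (32 counts) fell under the limit. HNF4A (12 counts) and SLC34A1 (86 counts), which the study uses as markers of healthy PT cells, were also under it. None of these 5 genes was tested under this limit. With every gene of at least 1 count kept, CCL20 was higher after irradiation (log2 fold change 3.10, standard error 0.70, adjusted p = 0.00184 in edgeR), with 5 counts at most in a control sample and 3 to 18 in irradiated samples. The other 4 did not pass, with adjusted p-values from 0.366 to 0.952.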

Genes with less than 200 overall counts were removed from the analysis. Differential expression analysis was performed using the DESeq function with default settings while controlling for variations due to replicate number in the model design. 

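Samples with the same replicate number tended to deviate from their group means in the same direction. The correlation of these deviations was taken across genes, which are not independent replicates. It was 0.51, 0.22, 0.34, 0.39 and 0.35 for replicates 1 to 5. Samples with different numbers had a median of -0.13 and reached 0.32, above replicate 2. Centring on group means lowers the values for different numbers, so their median is no neutral baseline. Without replicate number in the model, 7006 genes passed an adjusted p-value of 0.05, compared with 8857 when it was included. Of the 999 up-regulated genes, 975 were also called without it. Gene lists written before the counts were read were tested with camera on log2 CPM, two-sided and adjusted over 13 lists. Targets of the transcription factor p53 were higher after irradiation (29 genes tested, median log2 fold change 1.20, camera adjusted p = 1.79e-13). Of these, 26 rose at an adjusted p-value under 0.05 in edgeR, 27 when adjusted over the list alone, and 0 fell. Cell cycle genes were lower (30 genes tested, median log2 fold change -1.92, camera adjusted p = 7.96e-09), with 28 of them down in edgeR and 29 when adjusted over the list alone. The mean level of the cell cycle list was 4.06 and 4.00 log2 CPM in control replicates 1 and 3, lower than the 5.34, 5.42 and 5.34 of control replicates 2, 4 and 5. In all 5 pairs the irradiated sample was lower still, at 3.37 or less. The NF-κB family was higher (5 genes tested, median log2 fold change 0.73, camera adjusted p = 0.00845), with 4 of 5 genes up, both over all genes and adjusted over the list alone. RELB showed the largest rise of the family, from 12.8 ± 3.5 to 55.8 ± 9.8 CPM (SD, n = 5 each). None of these list results passed in camera with a correlation between genes estimated from the data. They passed under fry, but fry asks whether a list's genes change at all, not whether they change more than other genes. With 8857 genes called, passing fry adds little to the camera results.

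**Figure D1:**
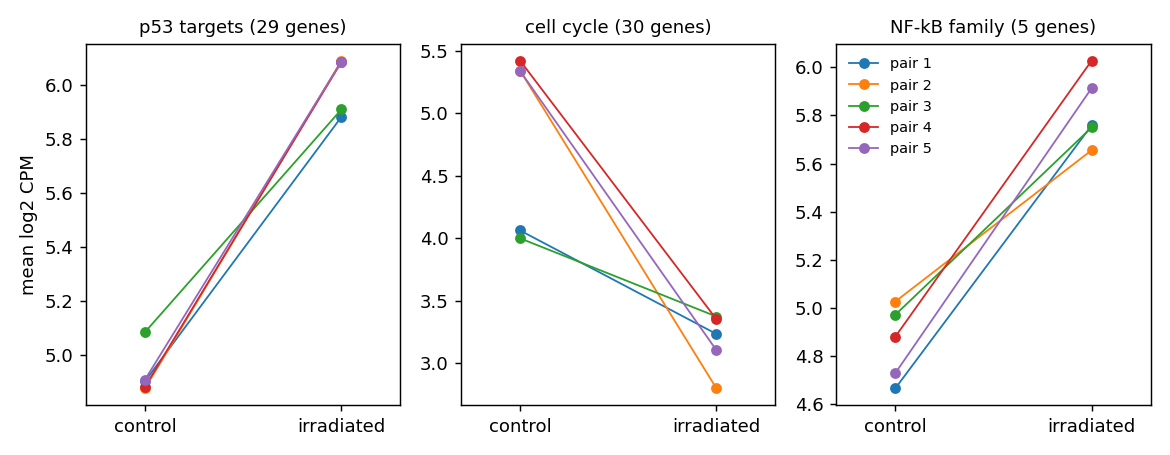
Mean expression (log2 CPM) of the p53 target, cell cycle and NF-κB family lists in each sample, with control and irradiated samples of the same replicate number joined by a line. The p53 targets and the NF-κB family rise in all 5 pairs and the cell cycle genes fall in all 5, from control levels between 4.00 and 5.42.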

For visualisation purposes the count data were normalised using a variance stabilising transformation implemented by the DESeq2 vst function and scaled before plotting.

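Supplementary Fig. S11g plots 23 genes, and all 23 were higher in irradiated RPTECs at an adjusted p-value under 0.05 in edgeR, over all genes and adjusted over the list alone. The paper's main text does not say how these genes were chosen, and the legend of that figure was not available here. If they were chosen on these samples, the second count, the camera test and the pair comparisons below are not independent evidence. More than 2-fold rises were found for 20 of them, and the median log2 fold change was 2.12 (camera adjusted p = 5.08e-13). Irradiated samples exceeded their control in 114 of 115 comparisons of a gene within a pair. The exception was PDGFB in 1 pair, with a difference of -0.04 on the log2 scale. PDGFB also had the smallest change of the panel, with a log2 fold change of 0.47 (standard error 0.14, adjusted p = 0.0282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this call was lost without replicate 1, 4 or 5 (adjusted p of 0.0858, 0.0717 and 0.0589) and with library size as the only scaling (0.0501). The largest fitted change was that of CXCL8, on chromosome 4 of GRCh38 from 73740519 to 73743716. That of TNF was close, at a log2 fold change of 3.71 (standard error 0.32), so the order of these genes is within error. CXCL8 rose from 7.54 ± 3.52 to 100.8 ± 32.0 CPM (SD, n = 5 each), a log2 fold change of 3.78 (standard error 0.40, adjusted p = 0.000271 from the same test). TNF rose from 1.82 ± 0.91 to 22.5 ± 3.9 and IL32 from 19.7 ± 6.4 to 234.6 ± 51.9 CPM (SD, n = 5 each). Expression of CCL2 rose from 39.2 ± 18.4 to 79.3 ± 12.3, and that of ICAM1, with 25.4% of its exon length under exons of the opposite strand, from 24.0 ± 8.9 to 54.0 ± 3.3 CPM (SD, n = 5 each). In a principal component analysis of the 500 genes with the highest variance after a blind variance stabilising transformation, the first component held 84.6% of the variance and the second 8.06%. Control samples lay between -26.1 and -20.5 on the first component and irradiated samples between 15.3 and 28.5. With all 19006 genes the first component held 65.6%.

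**Figure D2:**
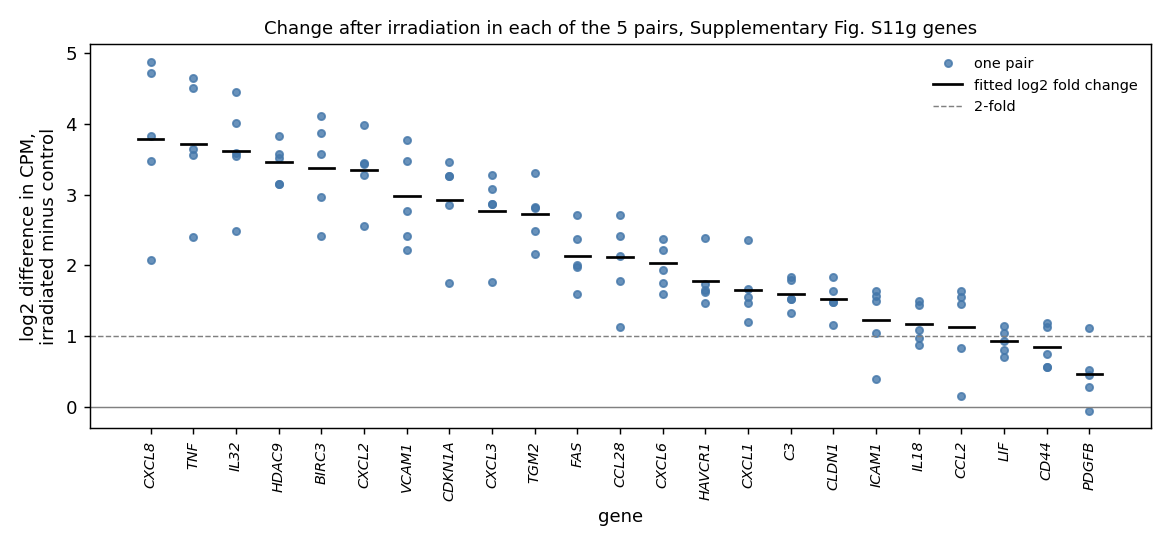
Log2 difference in normalised CPM between the irradiated and the control sample of each of the 5 replicate pairs (points) for the genes of Supplementary Fig. S11g, with the fitted log2 fold change as a bar and the 2-fold level as a dashed line. Points lie above 0 in 114 of 115 cases, and the fitted bars run from 3.78 for CXCL8 to 0.47 for PDGFB.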

### Re-analysis of ABT-263 RNA-seq data

Count matrices of previously published RNA-seq data were downloaded from gene expression omnibus under accession numbers GSE157866^38^. Transcript abundances (Salmon transcript-level quantification) were imported into R and summarized to a gene level using the tximport function. Gene IDs were subsequently annotated to MGI nomenclature using BioMart functionality and the data was analysed using DESeq2 as described previously. Briefly, a DESeq2 object was created using DESeqDataSetFromMatrix with treatment and replicate as the design formula. Genes with less than 10 gene total gene counts were removed and the data was normalised using the DESeq and vst function with default setting. After Variance stabilizing transformation expression and gene-wise scaling, expression values of previously identified markers were visualised using pheatmap. Sample 4 from the ‘vehicle post R-UUO’ group was excluded from visualisation, due to behaving during outlier in principal component analysis and gene expression not behaving similarly to other samples in the group, leaving 5 remaining samples in the group.

To deconvolute bulk transcriptomes and estimate proportions of PT cell states the MuSiC R package (v1.0.0) was used^62^. Reference transcriptomes were derived from mouse snRNA-seq data^9^. Deconvoluted proportions were calculated using the music_prop function, with select.ct including healthy, injured and inflammatory cell states in the snRNA-seq dataset and markers including the top 2000 differentially expressed genes between PT cell states. Results were compared using a Student’s *t* test.

### CUT & RUN

#### Library preparation

CUT&RUN libraries from TNF-treated RPTECs were generated using the CUTANA ChIC/CUT&RUN kit (EpiCypher, 14–1048) with provided reagents unless indicated. After cell harvest samples nuclei were isolated. For this, cells were resuspended in 500 μl cold nuclei extraction buffer containing 2 mM HEPES pH 7.9, 10 mM KCl, 0.1% Triton X-100 (Merck, X100), 20% glycerol, 1X cOmplete protease inhibitor cocktail (Roche, 11873580001), 0.5 mM spermidine in PBS. After incubation on ice for 5 min, nuclei were centrifuged (500 × *g*, 5 min, 4 °C) and the nuclei pellet was resuspended in nuclei extraction buffer without Triton X-100. Nuclei were counted using a LUNA-FX7 cell counter (Logos Biosystems) and 0.5 × 10^6^ nuclei were used as input for the CUT&RUN assay.

The CUT&RUN assay was then performed following manufacturer instructions. Briefly, activated Concanavalin A (ConA)-conjugated paramagnetic beads were bound to nuclei. Using a magnetic rack bead-bound nuclei were washed and resuspended in antibody buffer. For control reactions 0.5 μg IgG negative control antibody (EpiCypher, 13-0042) was used while 0.5 μg of NFKB1 (Cell Signalling Technology, 13586S) or JUN (EpiCypher, 13-2019) were added for positive reactions. After overnight incubation and washes pAG-MNase was added and chromatin was digested by addition of CaCl_2_ solution. Digestion was stopped by addition of the Stop Master Mix and the supernatant was transferred to a DNA clean-up column. After washes DNA was eluted in 12 μl of DNA Elution Buffer and quantified using the Qubit dsDNA Quantification kit (Thermo Fisher Scientific, Q32851).

For each reaction 5 ng purified DNA were used as input for library preparation using the CUTANA CUT&RUN Library Prep Kit (EpiCypher, 14-100) according to manufacturer instructions. Library was quantified using the Qubit dsDNA Quantification kit and fragment size was assessed using the Bioanalyzer High Sensitivity DNA Analysis kit (Agilent, 5067-4626).

### CUT&RUN analysis

Libraries were sequenced on a NextSeq 2000 platform (Illumina) with 100 bp paired-end reads and a mean read depth of 10 million reads per library. After library demultiplexing remaining Illumina indices were removed using Trim Galore (Cutadapt v2.8) and aligned to the GRCh38 (hg38) reference genome with bowtie2 --local --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700 (v2.5.2)^63^. Peak calling was performed using MACS2 (v2.2.7.1) with default settings. The peak significance threshold was determined using p-values derived from MACS2 with manual inspection of peak calling sensitivity at expected locations. A threshold of -log10(p-value) of 5 and 4 were used for JUN and NFKB1 peaks respectively (Supplementary Fig. S21). The BAM files were converted to BigWig format using the bamCoverage command from DeepTools (v3.5.4) with the normalisation option --normalizeUsing CPM and visualised using Signac’s CoveragePlot() function. Overlap of ATAC peaks with CUT&RUN peaks was calculated requiring a 10% overlap in both peaks using the bedtools (v2.31.0) intersect function with parameters -wao -r -f 0.1. The overlapping ATAC peaks were used to infer differential accessibility in these regions using the RunPresto function with parameters logfc.threshold = 0, min.pct = 0.00 or find motifs using the Signac function FindMotifs with default settings (Fig. 7f). The fraction of ATAC reads in CUT&RUN peaks for each cell was calculated using Signac’s FeatureMatrix() function using the original CUT&RUN peaks in BED format as the feature set to be quantified (Supplementary Fig. S21).

### Statistics

Comparisons of clinical and histological characteristics between the unobstructed and obstructed groups were performed by two-sided Student’s *t* test or Chi-test for continuous or categorical data respectively. In the CosMx analysis, the relationship between abundance of cell types and eGFR or percentage fibrosis area was assessed using a linear regression slope with Pearson correlation. In the AP-1 inhibitor experiment, comparisons between the vehicle and T5224 groups were assessed by Student’s *t* test.

All sample sizes, measures of data dispersion and statistical tests are provided in the relevant figure legends

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1 - 24

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw and processed data generated in this study have been deposited on NCBI Gene Expression Omninbus (GEO). Multiome snRNA/snATAC-seq data are available under the accession GSE254185. CosMx 6,000-plex pipeline outputs and processed data are available under accession GSE282059. CosMx 1,000-plex pipeline outputs and processed data are available under accession GSE253439. Bulk RNA-seq data of irradiated RPTECs and CUT&RUN data can be found under accessions GSE252584 and GSE254187 respectively. Multiome snRNA-seq data can be visualised interactively on CELLxGENE [https://cellxgene.cziscience.com/e/867757c1-3b1a-49d9-a0cd-17767eb160cc.cxg]. Additional data are available on Zenodo under the accession code 15124887. Data sets for murine R-UUO and IRI models are available on GEO under accessions GSE140023 and GSE139107 respectively. Source data are provided with this paper.

# Supplementary material for: Multiomic analysis of human kidney disease identifies a tractable inflammatory and pro-fibrotic tubular cell phenotype
**Source:** Nat Commun. 2025 May 22;16:4745. doi: 10.1038/s41467-025-59997-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Clinical characteristics of multiome samples.**

Summary of clinical characteristics of patients in which snRNA/ATAC sequencing was performed on the non-tumorous portion of their tumour nephrectomy specimens. Comparisons of clinical and histological characteristics between the unobstructed and obstructed groups were performed by students t-test or Chi-test for continuous or categorical data respectively.

File Name: Supplementary Data 2

Description: **Summary of the multiome experiment.**

Summary of snRNA/ATAC-seq experiment and samples. The left panel shows detailed clinical characteristics of samples used. The middle panel shows the pooling layout with samples pooled in different libraries, with the number (percentage) of post-QC nuclei recovery shown. The right panel shows key assay performance metrics. eGFR, estimated glomerular filtration rate; UMI, unique molecular identifier.

File Name: Supplementary Data 3

Description: **Summary of multiome cluster annotations.**

Cell annotations at different resolutions for all identified clusters and respective assay performance metrics and the number of recovered nuclei. The left panel shows the relationship between different annotation levels. The middle panel shows assay performance for each cell type. The right panel shows the number (percentage of total) of recovered nuclei in each sample.

File Name: Supplementary Data 4

Description: **Multiome marker genes.**

List of the top 200 markers of each cluster sorted by log2-fold change. P-values were calculated for genes expressed by at least 3% of cells in the cluster against all other cells using a Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 5

Description: **Genes differentially expressed in healthy, injured and inflammatory tubular epithelial cells.**

Lists of differentially expressed genes between healthy, injured or inflammatory counterparts for different nephron segments. Differentially expressed genes are reported for PT (I. and II.), TAL (III. and IV.) and DCT, CNT and PC (V.-VII.) segments. P-values were calculated for genes expressed by at least 3% of cells in the cluster against all other cells using a Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 6

Description: **PT trajectory gene expression dynamics.**

Expression level of genes in the PT trajectory from healthy to inflammatory cell states. The early module corresponds to genes in healthy PT cells, the late module is upregulated in inflammatory PT cells. Numeric values indicate the proportions of cells in the cluster expressing the gene.

File Name: Supplementary Data 7

Description: **TAL trajectory gene expression dynamics.**

Expression level of genes in the TAL trajectory from healthy to inflammatory cell states. The early module corresponds to genes in healthy TAL cells, the late module is upregulated in inflammatory TAL cells. Numeric values indicate the proportions of cells in the cluster expressing the gene.

File Name: Supplementary Data 8

Description: **Shared and distinct responses in nephron segments.**

Expression level of injury and inflammatory response genes upregulated by PT (I.), non-PT (II.) and shared (III.). Numeric values indicate the proportions of cells in the cluster expressing the gene.

File Name: Supplementary Data 9

Description: **CosMx (6,000-plex dataset) experiment summary.**

Summary of the CosMx (6,000-plex) samples and experimental setup. The left panel shows clinical characteristics of samples used. The middle panel shows the slide ID the sample was imaged on and the number of FOVs imaged. The right panel shows key assay performance metrics. eGFR, estimated glomerular filtration rate; FOV, field of view.

File Name: Supplementary Data 10

Description: **Summary of CosMx (6,000-plex dataset) cluster annotations.**

Cell annotations at different resolutions for all identified clusters and respective assay performance metrics and the number of detected cells. The left panel shows the relationship between different annotation levels. The middle panel shows assay performance for each cell type. The right panel shows the number of detected cells (percentage of total) in each sample.

File Name: Supplementary Data 11

Description: **CosMx marker genes (6,000-plex dataset).**

List of top cluster markers with an average L2FC>0.1 in the CosMx dataset. P-values were calculated for genes expressed by at least 3% of cells in the cluster against all other cells using a Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 12

Description: **CosMx (6,000-plex dataset) cell neighbourhoods.**

Numeric values showing log2-fold enrichment of cell types encountered within a 25µm radius of a given cell type. Enrichments are calculated per sample and reported as mean of all samples. An enrichment of zero indicates a ratio equal to that expected in a random

distribution of cells in the tissue. Values greater than zero indicate enrichment in the neighbourhood and value less than zero indicate relative depletion.

File Name: Supplementary Data 13

Description: **CosMx experiment summary (1,000-plex dataset).**

Summary of the CosMx samples and experimental setup. The left panel shows clinical characteristics of samples used. The middle panel shows the slide ID the sample was imaged on and the number of FOVs imaged. The right panel shows key assay performance metrics. eGFR, estimated glomerular filtration rate; FOV, field of view.

File Name: Supplementary Data 14

Description: **Summary of CosMx cluster annotations (1,000-plex dataset).**

Cell annotations at different resolutions for all identified clusters and respective assay performance metrics and the number of detected cells. The left panel shows the relationship between different annotation levels. The middle panel shows assay performance for each cell type. The right panel shows the number of detected cells (percentage of total) in each sample.

File Name: Supplementary Data 15

Description: **CosMx marker genes (1,000-plex dataset).**

List of the top 20 cluster markers (sorted by L2FC) with an average L2FC>0.1 in the CosMx dataset. P-values were calculated for genes expressed by at least 3% of cells in the cluster against all other cells using a Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 16

Description: **Epithelia differentially expressed genes in the CosMx 1,000-plex dataset.**

Lists of differentially expressed genes with an average L2FC>0.1 between healthy cells and injured or inflammatory counterparts for different nephron segments in the CosMx dataset. Differentially expressed genes are reported for PT (I. and II.), LOH and DCT (III. and IV.) and CD (V.) segments. P-values were calculated for genes expressed by at least 3% of cells in the cluster against all other cells using a Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 17

Description: **CosMx (1,000-plex dataset) cell neighbourhoods.**

Numeric values showing log2-fold enrichment of cell types encountered within a 25µm radius of a given cell type. Enrichments are calculated per sample and reported as mean of all samples. An enrichment of zero indicates a ratio equal to that expected in a random distribution of cells in the tissue. Values greater than zero indicate enrichment in the neighbourhood and value less than zero indicate relative depletion.

File Name: Supplementary Data 18

Description: **Correlation between cell type abundance and clinical parameters (1,000-plex dataset).**

Correlation of eGFR or percentage of fibrosis area with abundance of cell types. Epithelial cell proportions are calculated in relation to the abundance of the given nephron segment to normalise for differences in kidney regions captured. Other cell proportions are calculated in relation to all cells. The table shows Pearson correlation coefficients and associated p-values. eGFR, estimated glomerular filtration rate.

File Name: Supplementary Data 19

Description: **Ligand and Receptor expression patterns.**

Expression level of reported ligand and receptor pairs in the datasets. Numeric values indicate the percentage of cells in the cluster expressing the gene.

File Name: Supplementary Data 20

Description: **Multitome marker peaks.**

List of the top 200 cluster-specific peaks sorted by log2-fold change in peak accessibility. P-values were calculated for all peaks against the accessibility in other cells using the Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. Peaks were annotated to the closest gene by genomic coordinate and peaks without gene annotation were removed. L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 21

Description: **Chromvar motif enrichment.**

Variations of chromatin accessibility at TF binding sites. Motif scores were calculated using the Chromvar wrapper in Signac using the homo sapiens JASPAR2020 motif collection. Differential motif activity in the cell type of interest compared with all other cell types was derived from motif scores was assessed using the Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. adj. p-value, adjusted p-value.

File Name: Supplementary Data 22

Description: **SCENIC+ regulons.**

Gene regulatory network inferred using SCENIC+. The left table contains all target region-to-gene links with associated TF binding sites. Rho values indicate the correlation of gene expression with linked regions. The middle table shows the top 30 TFs with an average L2FC>0.1 in the cell of interest compared with all other cell types (determined by scoring the accessibility of target regions of each TF). The right table shows the top 30 TFs with an average L2FC>0.1 in their respective gene expression in the cell type of interest compared with all other cell types. P-values were calculated for differences in scores using the Wilcoxon rank sum test and p-values were corrected using the Benjamini–Hochberg method. TF, transcription factor; L2FC, log2-fold change; adj. p-value, adjusted p-value.

File Name: Supplementary Data 23

Description: **Antibody table.**

Table of Antibody details

File Name: Supplementary Data 24

Description: **TaqMan probe table.**

Table of TaqMan probes used.

# Supplementary material for: Multiomic analysis of human kidney disease identifies a tractable inflammatory and pro-fibrotic tubular cell phenotype
**Source:** Nat Commun. 2025 May 22;16:4745. doi: 10.1038/s41467-025-59997-4
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The data collection methodology is fully described in the methods section. For data generated in this study (e.g. snRNA/ATAC-seq, CosMx spatial transcriptomics) commercial and open source software was used to process the raw sequencing or imaging data. All datasets are available as raw and processed data as indicated in the 'Data availability' section.                                                                                               |
| Data analysis   | All analysis performed is described in detail in the methods section. Additionally, all code needed to re-produce figures is available on GitHub and Zenodo as indicated in the 'Code availability' section.<br>Github repository: <a href="https://github.com/mreck1/human_kidney_multiomics">https://github.com/mreck1/human_kidney_multiomics</a><br>Zenodo repository: <a href="https://zenodo.org/records/15124887">https://zenodo.org/records/15124887</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed data generated in this study have been deposited on NCBI Gene Expression Omnibus (GEO).

-Multiome snRNA/snATAC-seq data is available under the accession GSE254185 <https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE254185>

-CosMx 6,000-plex pipeline outputs and processed data is available under accession GSE282059 <https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE282059>

-CosMx 1,000-plex pipeline outputs and processed data is available under accession GSE253439 <https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE253439>

-Bulk RNA-seq data of irradiated RPTECs GSE252584 <https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE252584>

- CUT&RUN data can be found under accessions GSE254187 <https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE254187>

-Interactive visualisation of multiome snRNA-seq data is available on the CELLxGENE platform <https://cellxgene.cziscience.com/e/867757c1-3b1a-49d9-a0cd-17767eb160cc.cxxg>

-Additional data is available on Zenodo under the accession code 15124887 <https://zenodo.org/records/15124887>

-Referenced data sets for mouse R-UO is available on GEO under the accessions GSE140023 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140023>

-Referenced data sets for mouse IRI is available on GEO under the accessions GSE139107 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139107>

-Source data are provided with this paper

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

The metadata and individual participant data for sex and self-reported sex are given in Supplementary Tables 1 and 2, respectively.

Reporting on race, ethnicity, or other socially relevant groupings

We did not collect ethnicity data. We did not exclude any ethnicities, however >98% of the population in Lothian are of white ethnicity.

Population characteristics

The metadata and individual participant data for pre- and post-op eGFR and pathological details are provided in Supplementary Tables 1 and 2, respectively.

Recruitment

Patients were recruited from a single tertiary referral urological centre by the consultant urologist. All patients were undergoing radical nephrectomy for urothelial cancer. We excluded all patients with eGFR <75ml/min/1.73m<sup>2</sup>.

Ethics oversight

Human studies were approved by the National Research Scotland Lothian Bioresource (REC 20/ES/0061), with approval for specific studies (SR1651, SR1887).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For the ischaemia-reperfusion study we employed n=8 animals/group, based on power to detect a 20% difference in fibrosis between the treatment groups.

Data exclusions

One animal in the ischaemia-reperfusion grouped treated with vehicle was excluded due to evidence of technical failure at the time of surgery, with no evidence of successful ischemia generation at the time of surgery or on histological or qPCR analysis.

Replication

A number of measures were analysis to confirm the validity of results (e.g. Kidney weights and PSR staining to assess for atrophy and fibrosis, respectively). There was a strong correlation ( $r=0.77$ ,  $p=0.001$ ) between these measures to provide confidence in the approach. In addition, multiple inflammation/fibrosis genes were assessed.

## Randomization

All mice were operated on prior to assignment to T-5224 or vehicle alone on a whole-cage basis (rotating cages for each mouse, with the operator unaware of subsequent therapy), with equal numbers of cages and mice in each group and subsequent daily dosing by gavage performed by trained animal facility staff.

## Blinding

The person performing the analysis of the data was blinded to the experimental group the animals were allocated to.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

## Antibodies used

All antibodies used in this study are listed in Supplementary Table 23 including application, manufacturer, dilution and target species.

## Validation

Below is a list of all available validation information provided by manufacturers. Additionally, for IHC/IF applications staining patterns were verified by comparison with expected results based on snRNA-seq RNA expression patterns in respective cell types.

VCAM1 EPR5047: KO Validated (manufacturer), 310 references (based on manufacturer website).  
 HAVCR1 MAB1817: Tested in WB, FC, ELISA, widely used in IHC/IF applications to stain KIM-1 in mouse kidneys, 22 references (based on manufacturer website).  
 ICAM1 HPA004877: Advanced validation (Human Protein Atlas), 6 references (based on manufacturer website).  
 PanCK (Anti-Cytokeratin, pan) C2562: Mixture of monoclonal anti-cytokeratin antibodies. It recognizes human cytokeratins 1,4,5,6,8,10,13,18 and 19. 162 references (based on manufacturer website).  
 FAP EPR20021: IHC TMA validation (manufacturer). 85 referenced (based on manufacturer website).  
 CD68 14-0688-82: Advanced verification verified by cell treatment. 43 references (based on manufacturer website).  
 IBA1 PA5-27436: Advanced verification verified by cell treatment. 59 references (based on manufacturer website).  
 JUN/c-Jun 13-2019: Tested in CUT&RUN, IHC, IP, WB. 1 references (based on manufacturer website).  
 NFKB1 13586S: Tested in CUT&RUN, ChIP, IHC, IF, WB. 142 references (based on manufacturer website).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

RPTEC/TERT1: ATCC CRL-4031, male donor.

## Authentication

No STR authentication.  
 Verification of cell morphology based on manufacturer resources. No long-term culture was used (all experiments were performed at <6 passages).

## Mycoplasma contamination

Cell lines tested negative mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

None.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All mice were C57BL/6J. All mice were aged 6-8 weeks.

|                         |                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------|
| Wild animals            | This study did not involve wild animals.                                                                          |
| Reporting on sex        | The severity of the ischaemia-reperfusion injury is sex dependent, there we restricted our analysis to male mice. |
| Field-collected samples | This study did not involve field-collected samples.                                                               |
| Ethics oversight        | Animal studies were approved by the University of Edinburgh Ethics Committee.                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | This study did not involve plants. |
| Novel plant genotypes | This study did not involve plants. |
| Authentication        | This study did not involve plants. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                            |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Usage of flow cytometry is limited to FACS-based nuclei purification for snRNA/ATAC-seq studies. A description of methods can be found in the methods section.                                                                             |
| Instrument                | BD FACSAria Fusion (FACSAria III).                                                                                                                                                                                                         |
| Software                  | Gating and sorting was performed using the BD FACSDiva (Software Version 8.0.1). No additional downstream analysis was performed.                                                                                                          |
| Cell population abundance | 7-AAD+ nuclei (post-size gating) comprised approximately 10% of total events. Nuclei were subsequently used for snRNA/ATAC-seq with approximately 50% of sorted nuclei being recovered as sequencing data.                                 |
| Gating strategy           | The gating strategy to sort nuclei is shown in Fig.S2b. Initial populations were size gated (FSC-H vs FSC-A and SSC-A vs FSC-A) and 7-AAD (DNA dye) intensity was used to identify nuclei. The 7-AAD gate was set using unstained samples. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

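The data are gene counts from bulk RNA-seq of RPTEC/TERT1 cells, 5 samples irradiated with 10 Gy and 5 mock-irradiated controls, collected on day 7. Samples were grouped by treatment and replicate number as the authors list them. The authors trimmed adapters with Trim-Galore, aligned the reads to GRCh38 with STAR and counted them on GENCODE genes during alignment, and the deposited values are whole-number counts per gene for each sample, without normalisation or filtering. The paper's text does not name the annotation release. All 61587 rows are genes and every sample column was used. Of the identifiers, 61415 matched a table of gene symbols. The 46 rows for second copies of genes on chromosome Y held 8 counts in total. Other data of the study, including the multiome, spatial and mouse data, were not analysed here.

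Whether the counting used strand was tested on the counts. All 17 protein-coding genes whose exons lie wholly under exons of the opposite strand had 0 counts, against 10.7% of 12742 protein-coding genes without such overlap, and long non-coding RNA genes showed the same contrast. Counting with strand would leave reads on such genes, so the values are treated as unstranded counts, in which reads shared by 2 overlapping genes are lost. The share of each named gene's exons under the opposite strand was computed from the GENCODE annotation of GRCh38, which also gave the coordinates.

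Depth per sample ranged from 66269311 to 131555873 counts on genes. The 10 most abundant genes of a sample held 7.70% to 11.6% of its counts and mitochondrial genes 7.78% to 12.2%. TMM normalisation factors lay between 0.915 and 1.06. Counts of any 2 replicates of a group differed by more than sampling noise (chi-square per gene between 8.53 and 214), so none were treated as one library deposited more than once. This does not test whether replicates are independent cultures. Replicates 4 and 5 were the closest in both groups, with a chi-square per gene of 15.2 in control and 8.53 in irradiated samples, where the next lowest values were 57.3 and 40.5. At these depths the precision of a gene's value is set by the spread between replicates, except for genes near the limit of 200 counts.

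Counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM normalisation, glmQLFit and glmQLFTest on genes with at least 200 counts over the 10 samples, which is the filter the paper states. Replicate number was a block, as in the paper's model. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. A gene was called more than 2-fold changed where the fitted log2 fold change also exceeded 1. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. Replicate numbers were taken to pair the samples, and the sample labels give both samples of a number a shared code. The correlation of deviations from the group means was above 0.1 for each of the 5 numbers (0.22 to 0.51). For different numbers it ran from -0.35 to 0.32, so the correlation alone does not settle the pairing.

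Gene lists were tested with camera in limma 3.58.1, with a prior count of 2 and a preset correlation between genes of 0.01. There were 13 lists. From the paper came the Supplementary Fig. S11g panel, the injury and inflammatory genes of Fig. 2c outside it, markers of healthy PT cells (4 of them also in Fig. 2c), core injury genes, transcription factors named in the text, ligands and receptors named in the text, BCL-2 family targets of the senolytic inhibitor, and the AP-1 and NF-κB families. Lists of p53 targets, cell cycle genes, interferon response genes and other senescence markers were added. Genes named in the text are those of the lists taken from the paper, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 log2 CPM and the same direction in all 5 pairs. Members of the added lists are named where they matter, and GDF15, MKI67 and TERT were picked out after their values were seen. A list of integrated stress response targets was written after control replicate 3 had been seen to differ and before the values of its genes in that sample were read. Results of some members of these lists are not reported here. The lists, tests, gene rule and most alternatives were set before the data were examined.

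Alternatives were DESeq2 1.42.0, limma-voom, upper-quartile normalisation, library size only, a minimum of 1 count, the filterByExpr filter, no replicate block, each replicate left out in turn, no p threshold, a test against 2-fold (glmTreat), and fry or an estimated correlation for the lists. Corrections for GC content and transcript length within the replicate block, a minimum of 100 counts, DESeq2 with that minimum and a variance stabilising transformation fitted on the design were added after the data had been seen. Values for GC content and length were held for 99.8% of the tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

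The tests were tested on simulated data with 200 changed genes among 19006. The edgeR test recovered 199 of them, and 7.01% of its calls were false. DESeq2 recovered all 200 with 20.3% false calls, limma-voom 199 with 6.13%, and edgeR without the block 199 with 1.97%. This was a single simulated data set, in which the changed genes were abundant and all changed more than 2-fold. The share of false calls depends on how many genes change. With 8857 genes called in the real data, neither these shares nor the recovery carry over to them or to the paper's calls. In a simulation with a GC trend, correction lowered false calls from 7733 to 12.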

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

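Tests of mixing between samples, of library depth and of p53 activity were chosen only after the results were seen. The integrated stress response list and the corrections for GC content and transcript length were also added after the data had been seen, but before the values that these tests measure. The comparison with other splits of the samples was set in advance. A sample was singled out where its distance from the rest of its group passed Dixon's criterion for 5 samples. This held for 23 of 178 groups of values, where chance gives 8.9, and the values are not independent of each other. Control replicate 3 accounts for 7 of them and irradiated replicate 2 for 6.

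Control replicate 3 stood apart for CDKN1A, at 207.6 CPM against 66.7 to 80.9 in the other 4 controls, and for the mean of the p53 target list, at 5.086 log2 CPM against 4.88 to 4.91. It was high for MME at 66.2 (others 9.27 to 15.2), for KLF6 at 128.3 (others 73.6 to 85.9) and for BCL2L2 at 42.0 (others 35.1 to 37.0), and low for SOX9 at 18.55 (others 66.8 to 76.2) and for PDGFB at 37.6 (others 61.1 to 63.0). The control mean of MME was 22.8 with this sample and 11.9 without it. The log2 fold change of MME was -0.36 (adjusted p = 0.32 in edgeR), and -0.08 (0.796) without replicate 3. Without replicate 1 it was -0.68 (0.0302), so that MME was called lower in that fit. Leaving out replicate 3 changed the log2 fold change of SOX9 from -0.02 to -0.34 (adjusted p = 0.0161 in edgeR, with a range of 0.0161 to 0.973 over the alternatives). Carry-over of RNA or cells from an irradiated sample is argued against. The share of irradiated RNA that CDKN1A would need, 21.2%, would raise the other 2-fold up-regulated genes by a median of 0.49 on the log2 scale, and their median excess in this sample was -0.1706. Depth is argued against, since its total ranked 3 of the 5 controls. Higher p53 activity stays open. Among 10000 random lists of the same size and expression, the p53 targets other than GDF15 stood at percentile 97.52 in control replicate 3, but the list had already been seen to be high there, so this restates the pattern and is no test of it. A list of integrated stress response targets stood at percentile 99.97 of such random lists. The random lists were drawn gene by gene and lack the shared regulation of a real list, so both percentiles can be too high. The stress list was written before its values were read and after this sample had been seen to differ. Of its 20 genes, 16 were higher, ATF3 the most, by 1.88 on the log2 scale. PSAT1 (-0.541), ATF5 (-0.54), ASNS (-0.129) and CHAC1 (-0.057) were lower, against this explanation. A stress response of this culture is a candidate explanation. It is a hypothesis from a single sample, and the design names no condition that separates this control from the others.

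Irradiated replicate 2 was low for CXCL1 at 107.5 CPM (other irradiated samples 168.6 to 190.8), for CXCL6 at 0.732 (others 1.85 to 2.25) and for DCDC2 at 505.2 (others 570.0 to 590.5), and for the mean of the BCL-2 family targets at 6.277 log2 CPM (others 6.36 to 6.40). It was high for TNFRSF1A at 138.0 (others 114.0 to 117.8) and FOS at 10.6 (others 5.85 to 7.06). Of the 23 genes of Supplementary Fig. S11g, 17 were lowest in this sample among the irradiated samples. Mixing with control RNA is argued against. The share this would need, 40.4%, would raise the cell cycle genes by 1.13 on the log2 scale, and the difference of the list mean from that of the other irradiated samples was -0.4674. It was also the sample with the fewest counts, 66269311. A weaker inflammatory response of this culture stays open, and no biological explanation was tested. All 23 panel genes were also called up without replicate 2.

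Irradiated replicate 3 was high for TNC at 1494 CPM (others 913.1 to 1080), PAX8 at 625.4 (others 582.7 to 591.8) and BCL2L2 at 43.0 (others 37.5 to 38.9), and low for ITGB6 at 421.1 (others 524.1 to 562.3). Without replicate 3 the log2 fold change of PAX8 was 0.21 (adjusted p = 0.0338 in edgeR, with a range of 0.0338 to 0.30 over the alternatives). Control replicate 2 was low for TGFB2, at 23.7 against 32.9 to 35.0. Replicate 1 was high for genes with large falls. Control replicate 1 stood at 25.7 CPM for FLJ16779 (others 3.75 to 9.32), at 102.4 for BBOX1 (others 29.1 to 48.6) and at 13.8 for PDE1A (others 1.95 to 3.26), and irradiated replicate 1 at 16.2 for SUCNR1 (others 0.572 to 1.81) and 0.939 for PDE1A (others 0.164 to 0.259). Without this replicate the control means of FLJ16779 and PDE1A dropped from 10.4 to 6.51 and from 4.73 to 2.45, and the irradiated means of SUCNR1 and PDE1A from 4.11 to 1.09 and from 0.361 to 0.217. PDE1A is high in both samples of number 1, and its log2 fold change within pairs was -3.60 with and -3.47 without them. No technical or biological explanation was tested for these samples.

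The paper reports on up-regulated genes, and 771 genes were more than 2-fold down-regulated, of which 727 were lower in the irradiated sample of all 5 pairs. Their median log2 fold change was -1.39. The largest falls were those of FLJ16779 (-4.44), SEMA5B (-4.10), SUCNR1 (-3.81), BBOX1 (-3.73) and PDE1A (-3.60). Of 126 ways to split the 10 samples into 5 and 5, 100 were drawn. The real split was the only 1 of 100 to give as many genes, for the genes changed, higher, lower, more than 2-fold up-regulated and more than 2-fold down-regulated alike (1 of 100 each). The 13 other drawn splits that also part every pair gave 0 genes. The most that any other split gave was 255 changed genes, in splits that part 3 pairs. Every fit kept the replicate block, so only the 16 splits that part every pair resemble the real one. Of these, 14 were drawn, the real one included. Other splits mix both treatments within a group, which raises the spread, so few calls were likely from the start. The rank of 1 of 100 therefore overstates how rare the real count is. After correction for GC content in the replicate block, 99.2% of the up-regulated and 98.05% of the down-regulated genes were called again, and after correction for transcript length 99.3% and 98.57%. Neither trend accounts for these calls. With trends of GC content and transcript length argued against, an effect of irradiation on these genes is the hypothesis left. The direction was the same in all 5 pairs for most of them.

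The 5 largest rises are of genes the paper does not name. PURPL, a long non-coding RNA on chromosome 5, had a log2 fold change of 5.07 (standard error 0.26), CXCL5 of 4.92 (0.39), PI3 of 4.88 (0.40), SELP of 4.79 (0.38) and TNFSF15 of 4.72 (0.32), each higher in the irradiated sample of all 5 pairs, with adjusted p-values from 2.01e-05 to 8.91e-05 in edgeR. PURPL stood at 0.235 ± 0.076 CPM in control and 8.12 ± 2.39 in irradiated samples (SD, n = 5 each), and CXCL5 at 14.7 ± 4.3 and 476.5 ± 202.7. Across the alternatives the log2 fold change of PURPL ran from 4.93 to 5.39. CXCL5 has 17.3% of its exon length under exons of the opposite strand, so its level can be too low. No explanation other than irradiation was tested for these 5 genes one by one.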

How the results depend on the processing

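Corrections for GC content and length, a minimum of 100 counts, DESeq2 with that minimum and the transformation fitted on the design were chosen after seeing the data. The number of genes with an adjusted p-value under 0.05 was 8857. The test against 2-fold (glmTreat) asks for a larger change and called 778 genes. Under the other alternatives run the number stayed within 1.5 times 8857, from 6619 without replicate 4 to 9503 with library size only. It was 8340 with DESeq2, 8911 with limma-voom, 9080 with upper-quartile normalisation, 7006 with no replicate block, 9497 with a minimum of 1 count and 8950 after GC correction. The direction of calls depended on scaling. Library size only gave 38.0% rising and upper-quartile normalisation 44.9%, against 51.4% with TMM, while the median log2 fold change of all genes moved from -0.01 to -0.09 and -0.04.

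The number of genes more than 2-fold up-regulated was 999. It was 1613 with a minimum of 1 count, because 44263 genes were tested in place of 19006, and 960 of the 999 were among them. It was 540 with glmTreat against 2-fold, which also gave 238 in place of 771 down-regulated genes, because this test requires a change significantly beyond 2-fold. Leaving out each replicate gave 949 to 1122 up-regulated and 703 to 817 down-regulated genes, and no p threshold 1003 and 780. With no replicate block, 984 and 772 genes were called, sharing 975 and 736 with the calls under the block.

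The list tests depended on how correlation between genes is handled and on the question asked. Camera asks whether a list changes more than other genes, and fry whether its genes change at all. With the correlation estimated from the data, no list passed, and the adjusted p-value rose to 0.171 for the Supplementary Fig. S11g panel, the ligands and receptors, the p53 targets and the interferon genes, to 0.435 for the NF-κB family and to 0.511 for the cell cycle genes. With fry, 5 more lists passed than with camera, namely the injury and inflammatory genes of Fig. 2c outside the panel (0.0124), the core injury genes (0.0222), the BCL-2 family targets (0.000808), the AP-1 family (0.00154) and the other senescence markers (0.00542). The transcription factor list, which camera places near 0 (adjusted p = 0.940), turned from up to down with no replicate block (0.788) and in 1 of the 5 fits that each left out one replicate (0.882 to 0.998 across them).

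For 74 named genes and 16 alternatives, 1154 of 1184 values kept their direction and side of the threshold, 6 were weaker, 10 stronger and 14 reversed. Reversals concern TNC and SOX9, whose changes are near 0. The log2 fold change of TNC was 0.0002 and became -0.0023 with DESeq2, -0.00013 with limma-voom, -0.033 with upper-quartile normalisation, -0.076 with library size only, -0.035 with a minimum of 1 count, -0.0057 with filterByExpr, -0.016 with length correction, -0.0044 with a minimum of 100 counts and -0.0030 with DESeq2 and that minimum. Leaving out each replicate gave -0.062 to 0.085 for TNC and -0.34 to 0.12 for SOX9. The cause was not tested. Without the replicate block, MMP7 (adjusted p = 0.147) and SPP1 (0.0544) were no longer called, and the block changed no other call among the named genes.

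The first principal component held 84.6% of the variance. With all genes kept by the filter it held 65.6%, since more genes of low variance enter, and 83.1% to 87.7% across the 5 fits that each left out one replicate.

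Genes under 200 counts over all samples were removed by the filter and not tested, among them CCL20, TNFSF14 and IL34. With a minimum of 1 count, CCL20 was called higher (adjusted p = 0.00184), while TNFSF14 (0.366) and IL34 (0.829) were not, with at most 11 and 9 counts in a sample.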

Differences from the paper's values

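The paper's values come from its text and the Source Data of Supplementary Fig. S11. Of the paper's table of 21540 genes, 1999 rows were held here, so overlap of calls was not tested.

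For TNC, the paper's log2 fold change is -0.0058 and the value here was 0.00016. Of the alternatives set before the data were examined, DESeq2 (-0.0023), limma-voom, upper-quartile normalisation, library size only, a minimum of 1 count, filterByExpr, and the fits without replicate 2 or 3 gave the paper's sign within the error, and the fits with no replicate block and without replicate 1, 4 or 5 did not. The difference is far below the standard error of 0.088.

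The mean coordinate of control samples on the first principal component is -18.07 in the paper and was -23.07 here. None of the alternatives set before the data were examined closed the gap. A variance stabilising transformation fitted on the design gave -17.90, and with a minimum of 100 counts as well it gave -18.07, with each sample within 4.03e-05 of the paper's coordinate. Both settings were chosen after seeing the values.

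The paper gives a mean of 159 M reads sequenced per sample, and 98.6 M counts per sample were held here. The first counts reads before alignment and the second reads assigned to genes, so they are not the same quantity, and no alternative changes the counts.

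The paper states a limit of 200 counts over all samples. Among its held rows 63 had fewer, and the lowest had 103. DESeq2 with a minimum of 100 counts, chosen after seeing the values, gave p-values with a median difference of 1.19e-05 in log10 from the paper's, and with the transformation fitted on the design the values of the 23 genes of Supplementary Fig. S11g lay within 4.96e-05 of the paper's. This setting does not reach the paper's table in full. It kept 21809 genes, against the paper's 21540. Log2 fold changes differed by a median of 0.0072 and at most 0.654 under it, and the paper's lay nearer 0 in 1907 of 1999 rows. For HDAC9 the paper's is 3.44 and this setting gave 3.45.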

Other observations

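Tests of mixing between samples and of the scaling of BCL2 and BCL2L1 were chosen only after the results were seen. The GC correction and the comparison of expression levels were also added after the data had been seen, but before the values that these tests measure.

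Cell cycle genes differed between control samples. The list mean was 4.06 and 4.00 log2 CPM in control replicates 1 and 3 and 5.34, 5.42 and 5.34 in control replicates 2, 4 and 5. MKI67 was 6.26, 7.78, 5.92, 7.87 and 7.76 log2 CPM in controls 1 to 5, against 3.94 to 4.89 in irradiated samples. Mixing with irradiated cells is argued against. It would need shares of 71.9% and 72.8%, which would raise the other 2-fold up-regulated genes by a median of 1.23 and 1.25 on the log2 scale, and their median excess over the other controls was -0.1476 in replicate 1 and -0.1706 in replicate 3. Slower division of these 2 cultures at collection, for example through a different density, could give the pattern and was not tested.

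BCL2 and BCL2L1, both targets of the senolytic inhibitor the paper uses in mice, changed in opposite directions. BCL2 dropped from 64.1 ± 10.8 to 40.9 ± 3.3 CPM (log2 fold change -0.64, standard error 0.09, adjusted p = 0.00124 in edgeR), and BCL2L1 rose from 203.4 ± 17.2 to 345.2 ± 30.5 (log2 fold change 0.76, standard error 0.06, adjusted p = 8.31e-05 in edgeR; SD, n = 5 each). Each went the same way in all 5 pairs. The paper reports higher BCL2 expression in inflammatory PT cells, whose data were not analysed here. BCL2L2 had a log2 fold change of 0.08 (adjusted p = 0.117). Scaling is argued against, since BCL2L1 rose by 0.6861 with library size only, the scaling that lowers it most, and GC content is argued against, since BCL2 stood at -0.6524 after correction. BCL2L1 has 41.3% of its exon length under exons of the opposite strand, and lost reads there could lower its level in both groups. An effect of irradiation is the remaining hypothesis. As a list the 3 genes had a camera adjusted p of 0.754.

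Not all injury and inflammatory genes of Fig. 2c rose in irradiated RPTECs. Of the 11 that are outside the Supplementary Fig. S11g panel, markers of healthy PT cells left out, 8 were tested, of which 3 rose (ITGB8, CXCL16 and MMP7) and TGFB2 fell (log2 fold change -1.05, standard error 0.18, adjusted p = 0.00231 in edgeR, lower in all 5 pairs), with 3 up and 2 down when adjusted over the list alone. The share rising differed from the 23 of 23 of the panel (Fisher's exact test, two-sided, p = 0.00033). The paper's main text does not say how the panel was chosen, and the legend of that figure was not available here. A choice made on these samples would by itself favour this contrast. PDGFD also fell with upper-quartile normalisation (adjusted p = 0.0350) and with library size only (0.0149), SOX9 fell without replicate 3 (0.0161), MMP7 was not called without the replicate block (0.147), and CCL20, under the limit of 200 counts, rose with a minimum of 1 count (0.00184). Low expression does not account for it, since the genes outside the panel were the more abundant ones, by 1.14 in median log2 CPM. The list had a camera adjusted p of 0.509.

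Other lists gave the following results. Ligands and receptors named in the text were higher as a list (camera adjusted p = 0.00662, 5 of 7 up and 1 down, also when adjusted over the list alone), with TNFSF10 at a log2 fold change of 1.77. The interferon genes were higher as a list (camera adjusted p = 0.0130, 13 of 23 up and 3 down, 14 and 4 when adjusted over the list alone), and their members went both ways, OAS1 up by 1.43 and IFIT1 at -0.53. The AP-1 family had a camera adjusted p of 0.152, with 2 of 7 genes up, FOSL1 at 1.44 and FOSL2 at 0.25. Without replicate 3 the number was 4 of 7, as JUNB (0.45, adjusted p = 0.000691) and JUND (0.18, 0.0336) were also called up, and with GC correction it was 4 of 7 as well, with JUN (0.0392) and JUND (0.0360). Under the other alternatives run for single genes it was 2. Core injury genes (0.881), markers of healthy PT cells (0.875) and the transcription factors named in the text (0.940) did not pass in camera. Among the transcription factors KLF6 rose (1.45) and SOX4 rose (0.47), while ELF3 (-0.76) fell, each in all 5 pairs. Among the other senescence markers (camera adjusted p = 0.227), IL1A (3.90), IGFBP3 (3.40), IL6 (3.21) and CDKN2B (1.12) rose more than 2-fold and LMNB1 (-1.73) and HMGB2 (-2.02) fell more than 2-fold. GLB1, which encodes the β-galactosidase that is stained in senescent cells, was at -0.25 (adjusted p = 0.0368 in edgeR) and lower in 4 of 5 pairs. This is an RNA level, while the stain reads enzyme activity, so it does not speak against senescence. The paper's methods describe such staining with counts of positive cells, which were not examined here.

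TERT, which these cells carry as a transgene, stood at 563.9 ± 145.7 CPM in control and 319.6 ± 51.7 in irradiated samples (SD, n = 5 each), a log2 fold change of -0.79 (standard error 0.08, adjusted p = 0.000225 in edgeR) and lower in all 5 pairs. Reads of the transgene and of the native gene are not told apart by these counts, and no explanation was tested.

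GDF15, a p53 target, had a log2 fold change of 0.49 (standard error 0.28, adjusted p = 0.189 in edgeR), because control replicate 3 stood at 8.71 log2 CPM, above all irradiated samples. Without replicate 3 it was 0.83 (adjusted p = 0.000821). Over the alternatives its adjusted p ran from 0.000821 to 0.592. The integrated stress response list, which stood high in control replicate 3, had a median log2 fold change of -0.16 after irradiation, with 5 genes up and 9 down of 20 tested.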
